# *Fgf9* regulates bone marrow mesenchymal stem cell fate and bone-fat balance in osteoporosis by PI3K/AKT/Hippo and MEK/ERK signaling

**DOI:** 10.7150/ijbs.94863

**Published:** 2024-06-17

**Authors:** Mingmei Chen, Hui Liang, Min Wu, Haoyang Ge, Yan Ma, Yan Shen, Shunyuan Lu, Chunling Shen, Hongxin Zhang, Zhugang Wang, Lingyun Tang

**Keywords:** Adipogenesis, Bone-fate balance, Bone marrow adipose tissue, Mesenchymal stem cells, Osteogenesis

## Abstract

Bone-fat balance is crucial to maintain bone homeostasis. As common progenitor cells of osteoblasts and adipocytes, bone marrow mesenchymal stem cells (BMSCs) are delicately balanced for their differentiation commitment. However, the exact mechanisms governing BMSC cell fate are unclear. In this study, we discovered that fibroblast growth factor 9 (*Fgf9*), a cytokine expressed in the bone marrow niche, controlled bone-fat balance by influencing the cell fate of BMSCs. Histomorphology and cytodifferentiation analysis showed that *Fgf9* loss-of-function mutation (S99N) notably inhibited bone marrow adipose tissue (BMAT) formation and alleviated ovariectomy-induced bone loss and BMAT accumulation in adult mice. Furthermore, *in vitro* and *in vivo* investigations demonstrated that *Fgf9* altered the differentiation potential of BMSCs, shifting from osteogenesis to adipogenesis at the early stages of cell commitment. Transcriptomic and gene expression analyses demonstrated that FGF9 upregulated the expression of adipogenic genes while downregulating osteogenic gene expression at both mRNA and protein levels. Mechanistic studies revealed that FGF9, through FGFR1, promoted adipogenic gene expression via PI3K/AKT/Hippo pathways and inhibited osteogenic gene expression via MAPK/ERK pathway. This study underscores the crucial role of *Fgf9* as a cytokine regulating the bone-fat balance in adult bone, suggesting that *FGF9* is a potentially therapeutic target in the treatment of osteoporosis.

## Introduction

Mesenchymal stem cells derived from bone marrow can differentiate into osteoblasts and adipocytes in adult bones 1. The commitment to these lineages is inversely correlated, as the adipogenic differentiation of BMSCs requires a coordinated inhibition of osteogenic differentiation 2. The balance between osteogenic and adipogenic lineage commitment is critical for preserving bone homeostasis 3-5. Numerous investigations involving mouse models and humans have further corroborated the link between elevated marrow fat content, diminished bone density, and increased susceptibility to fractures, particularly in osteoporosis and skeletal aging 6-10. Therefore, regulating BMSCs fate determination and the delicate balance between bone and fat have garnered increasing attention in recent years 11-16. Nevertheless, mechanisms that determine the fate of BMSCs remain to be thoroughly elucidated. Over the past decade, several transcriptional factors associated with BMSCs fate commitment have been identified. Notably, *Runx2* and *Osterix* function as master regulators guiding differentiation toward the osteogenic lineage, while *Pparg* and *Cebpa/b/d* are considered essential for adipogenesis 4, 17. Considering the fate determination of BMSCs is strictly orchestrated by molecular signals emanating from the bone marrow microenvironment, it becomes apparent that, despite the identification of master regulators for osteoblastic and adipogenic lineages, the understanding of the associated factors during BMAT accumulation and osteoporotic bone loss within the microenvironment remains limited.

The Fibroblast Growth Factor (FGF) family is an important class of cytokines that plays a crucial role in maintaining bone homeostasis 18-21. The FGF family contains 22 genes encoding structure-related proteins, including canonical, hormone-like, and intracellular subfamilies 22. Secreted FGFs mediate their biological responses by selectively binding to and activating FGF receptors (FGFRs) 23, 24. Among them, there are three canonical FGFs (*Fgf7*, *Fgf9,* and *Fgf18*) and a hormone-like FGF (*Fgf23*) expressed in the adult bone marrow niche 25, 26. As one of the most studied members of the FGF family, *Fgf9* is confirmed with significance in multiple organ development, including the lung, testis, kidney, ear, pancreas, and skeletal system 27-33. However, its role in maintaining adult bone homeostasis is not fully understood. Due to the redundancy and compensatory effects among the 22 members of the FGF family, gene knockout can sometimes not fully reveal a specific gene's biological functions. Sometimes, a double-knockout mouse model was needed to observe the phenotype 33, 34. Previously, we have reported a missense mutation (Ser99Asp, S99N) in exon 2 of the *FGF9* gene leading to multiple synostoses syndrome 3 (SYNS3) 35, 36. This mutation exhibits both loss-of-function and dominant negative effects. *Fgf9^S99N^* mutation impaired the affinity between FGF9 and FGFRs and interfered with the affinity between wild-type FGF9 and other FGFs with heparan sulfate proteoglycan (HSPG), leading to weakened FGF signal transduction during joint development and resulting in the failure of synovial joint formation in *Fgf9^S99N^* knock-in mouse models 36, 37. Further investigation revealed that *Fgf9* negatively regulates bone mass via inhibiting osteogenesis and mineralization and promoting osteoclastogenesis 38. Interestingly, we observed that under osteogenic-induction conditions, recombinant FGF9 protein not only inhibited the differentiation of BMSCs into osteoblasts but also compelled their differentiation into adipocytes. Some *in vitro* studies have revealed that *Fgf9* inhibits the differentiation and mineralization of mesenchymal stem cells and osteoprogenitor cells 39-41. Moreover, recent studies reported that *Fgf9* also plays a regulatory role in brown adipogenesis 42, 43 and lipid metabolism 44, 45. This led us to hypothesize that *Fgf9* might play a crucial role in adult bone homeostasis by regulating the lineage commitment of BMSCs, and *Fgf9^S99N^* knock-in mouse models serve as a valuable model for studying the regulation of bone homeostasis by FGF9.

In this study, we found that *Fgf9* was expressed in the bone marrow niche and upregulated with aging and ovariectomy (OVX). As a previously proven loss-of-function mutation of *Fgf9*, we employed *Fgf9^S99N^* mutant mice, OVX-induced osteoporosis model, and cytodifferentiation assays to investigate the role of *Fgf9* in regulating bone and fat balance in adult bone. *Fgf9^S99N^* mutation significantly inhibited the formation of BMAT in adult mice and alleviated the OVX-induced bone loss and BMAT accumulation. *In vivo* and *in vitro* analysis showed that *Fgf9* significantly promoted adipocyte formation and inhibited osteogenesis of BMSCs at the early stages of differentiation. Mechanistic investigations revealed that *Fgf9* modified the expression of osteogenic and adipogenic genes via the MEK/ERK pathway and the PI3K/AKT/Hippo pathway. This study provides the first evidence that *Fgf9* plays a critical role in the fate determination of BMSCs by facilitating adipogenesis and inhibiting osteogenesis, suggesting that *FGF9* is a potential therapeutic target in the treatment of osteoporosis.

## Materials and methods

### Mice

Mice with the *Fgf9^S99N^* mutation were generated as previously described and bred into the C57BL/6 background 38. The animals were housed with free access to water and diet in specific pathogen-free (SPF) conditions (12 hours light-dark cycle, 21-23 ℃ and 60% relative humidity) at Ruijin Hospital, Shanghai Jiao Tong University (SJTU) School of Medicine, Shanghai, China. The control and mutant mice are same-sex siblings from the same littermates. BALB/c Nude mice (Cat. NO. SM-014) were purchased from Shanghai Model Organisms Center, Inc. All animal procedures were reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University (approval number: SYXK 2023-0007).

### Ovariectomy

8-week-old female wild-type (wt) and heterozygotes (het) mice were anesthetized by intraperitoneal injection of pentobarbital sodium according to body weight. Mice in the OVX group underwent bilateral ovariectomy and tubal ligation under anesthesia. The sham group underwent a laparotomy with the removal of an equivalent amount of abdominal fat tissue. After two months of normal water and diet, the mice were euthanized. Blood samples were collected for serum separation to analyze PINP and CTX-1 levels. The left femurs and tibiae were harvested and fixed in 4% paraformaldehyde (PFA) at 4 °C for 48 hours. The right femurs and tibiae were collected for RNA extraction.

### Micro-CT

The micro-CT analysis followed the recommendations of the American Society for Bone and Mineral Research (ASBMR) 46. The femurs were scanned in PBS on a Skyscan 1275 (Bruker, Belgium) at an 8 μm resolution with 50 kV source voltage, 60 μA source current, 110 ms exposure, and 0.2º rotation step. Three-dimensional reconstruction of femurs were generated to analyze the trabecular and cortical bone microarchitecture. The region of interest (ROI) of trabecular bone was defined as a distance of 1.6 mm from the end of the growth plate towards the diaphysis. The cortical ROI was defined as a distance of 400 μm from the mid-diaphysis to the distal diaphysis. Trabecular bone parameters including Bone mineral density (BMD, mg/cc), Bone volume (BV, mm^3^), Percent bone volume (BV/TV, %), Bone surface (BS, mm^2^), Bone surface density (BS/TV, 1/mm), Trabecular number (Tb. N, 1/mm), Trabecular separation (Tb. Sp, mm) and Connectivity (Conn) were measured. Cortical bone parameters were measured, including Object volume (Obj. V, mm^3^) and Object surface (Obj. S, mm^2^).

### Bone histomorphometry and immunofluorescence staining

Femurs were fixed in 4% PFA at 4°C for 48 hours and then decalcified in 12.5% EDTA2Na (PH 7.4) solution at 4 °C for 2 weeks, with the solution changed every 3 days. Samples were embedded in paraffin, and 6-μm thick sections underwent histomorphometry analyses. H&E staining was performed with a Hematoxylin-Eosin staining kit (E607318, Sangon, China). TRAP staining was performed with the Tartrate-resistant acid phosphatase stain kit (S0102, Bioss, China). For immunofluorescence staining (IF), sections were deparaffinized and rehydrated, and underwent antigen retrieval. BMSCs or fibroblast-like cells were cultured on the slides and then fixed with 4% PFA. Sections and cells were blocked with 1% BSA in PBST (PBS with 0.5% Triton-100) at room temperature for 1 hour, followed by incubation at 4°C overnight with primary antibodies (see Table S3 for details). The next day, sections and cells were incubated with secondary antibodies at room temperature for 2 hours. After washing, these were covered with Mounting Medium with DAPI (ab104139, Abcam, England) for microscopic detection. All images were captured with a multifunctional imaging detector BioTek Cytation5 (Agilent, USA).

### BMSCs primary culture

The BMSCs were isolated from compact bone, following the experimental protocol described by Brenton J. Short et al 47. Mice were euthanized and soaked in 75% ethanol for 3 minutes. Under sterile conditions, the femurs and tibiae were separated, and the attached tissues were carefully removed with gauze. Cut both ends of the bone and flush the marrow cavity with a 23-gauge needle and 10 ml PBSFE (PBS with 2% FBS and 1 mM EDTA). Bone marrow-free bones were snipped and then cut into 1-2 mm bone fragments with a scalpel. Transferred the bone fragments to a 50 ml polypropylene tube with 2 ml/per mouse collagenase solution constituted with α-MEM medium, 10% FBS, 0.3% Collagenase I (C0130, Sigma-Aldrich, America), and 0.1% DNase I (10104159001, Roche, Germany) and incubated at 37 °C for 45 minutes with 200 rpm rotation. The supernatant was filtered by a 70 μm cell strainer and centrifuged at room temperature at 300g for 10 minutes. Carefully removed the supernatant and resuspended the cell pellet with 1ml culture medium (05513, STEMCELL, Canada). Expected cell recovery is 1.5-3.5×10^6^ cells per mouse. Count nucleated cells using trypan blue and seed the cells at 3-6×10^4^ cells/cm^2^ with culture medium. BMSCs were cultured at 37°C in a 5% CO_2_ incubator, and half of the medium was changed every two days. After 6-10 days, the clones were formed and expanded to sub-confluent (60-80%). BMSCs were generated at a split ratio of 1:3 and cultured for no more than three passages. The BMSCs were characterized using flow cytometry to detect cell surface markers (negative markers: CD31, CD34, CD45, and Ter-119; positive markers: CD29, CD44, Sca-1, CD140a).

### Bone marrow fibroblast-like cell primary culture

Euthanized mice were submerged in 75% ethanol for 3 minutes for disinfection. Under sterile conditions, the femurs and tibiae were dissected, and the muscle and connective tissue were gently removed using gauze. The bone ends were cut, and the bone marrow cavity was flushed with 10 ml PBSFE using a 23-gauge needle. The bone marrow was collected by centrifugation at 300g for 10 minutes. Next, red blood cells were lysed with red blood cell lysis buffer for 5 minutes at room temperature, followed by adding PBSFE at a 5 times volume. The cell suspension was filtered using a 70 μm cell strainer, followed by another centrifugation step at room temperature and 300g for 10 minutes. The cells were then resuspended and seeded into a 10 cm dish per mouse with culture medium. The cells were cultured at 37°C in a 5% CO2 incubator for 48 hours. Unattached cells were removed by medium change, and after that, half of the medium was replaced every two days. After 6-10 days, the fibroblast-like cells should reach a sub-confluent state of 60-80% confluency.

### *In vitro* cell differentiation

For cell differentiation, BMSCs were seeded at a density of 1-2×10^4^ cells/drop (15-20 μl/drop) on the center of the well in the 48-well plate and cultured at 37°C in a 5% CO_2_ incubator for two hours. After the BMSCs were attached, the culture medium was added and cultured for 24 hours. The culture medium was changed to osteogenic induction medium (OI) (α-MEM supplemented with 10% FBS, 10^-8^ M dexamethasone, 10 mM beta-glycerol phosphate and 50 μg/ml ascorbate-2-phosphate) or adipogenic induction medium (AI) (α-MEM supplemented with 10% FBS, 10^-6^ M dexamethasone, 1 μM Rosiglitazone, 0.5 mM 3-Isobutyl-1-methylxanthine and 2.5 μg/ml Insulin) with different concentrations of recombinant mouse FGF9 Protein (7399-F9, R&D Systems, USA). The medium was changed every two days until the desired differentiated status.

### ALP, Von Kossa and Oil red-O staining

BMSCs were fixed with 4% PFA and processed with ALP, Von Kossa, and Oil Red O staining. ALP staining was performed according to the NBT/BCIP kit instruction (11697471001, Roche, Germany). For Von Kossa staining, cells were incubated with 5% silver nitrate solution for 30 minutes and washed three times with ddH_2_O for 5 minutes each time. The mineralized nodules were developed with 1% pyrogallol for 2 minutes, washed with ddH_2_O, and air-dried. Oli Red-O staining for adipogenesis was performed using an Oli Red-O solution according to the manufacturer's instructions (O0625, Sigma-Aldrich, America). Images were captured under a multifunctional imaging detector BioTek Cytation5 (Agilent, USA) and analyzed with Image J software.

### *Fgf9* overexpression in BMSCs

The primary cultured BMSCs were isolated from 1-month-old mice as described above. Upon reaching 40% confluency, BMSCs were transfected with *OE-Fgf9* and *OE-control* lentivirus (LV5 EF-1a/GFP&Puro, 1×10^9^ TU/ml, 1 μl/cm^2^) and polybrene (5 μg/ml) for 48h. The non-transfected cells were eliminated by puromycin treatment. qRT-PCR verified overexpression of *Fgf9* in BMSCs. The transfected cells were used before passage 3.

### *In vivo* transplantation

The 4-week-old nude mice underwent subcutaneous injection of BMSCs. 5×10^5^ *OE-ctrl* BMSCs were injected into the scapular region behind the left axilla, and 5×10^5^ *OE-Fgf9* BMSCs were injected into the right scapular region of the same nude mouse. Mice were euthanized 5 weeks later. The skin and subcutaneous tissue were isolated and fixed in 4% paraformaldehyde at 4°C for 48 hours. The tissues were decalcified and subjected to H&E staining and immunofluorescent staining.

### qRT-PCR

Total RNA was extracted from mouse bones or cells according to the TriPure isolation reagent protocol (11667165001, Roche, Germany). cDNA was synthesized using PrimeScript™RT reagent Kit according to the manufacturer's instruction (RR037A, Takara, Japan). Gene expression levels were detected using QuantStudio5 (Thermo Fisher Scientific, USA) with 2×SG Fast qPCR Master Mix (B639271, Sangon, China). The primers used are presented in Table S2. β-actin was used as a normalization control.

### Western blot

Cells or femurs were lysed in RIPA Lysis Buffer (C500005, Sangon, China) containing cOmplete™ Mini protease inhibitor (04693124001, Roche, Germany) and PhosSTOP™ phosphatase inhibitor (04906837001, Roche, Germany). The samples were separated by SDS-PAGE gel and transferred to nitrocellulose blotting membranes. After blotting with 5% skim milk for 1 hour, the membranes were incubated with primary antibodies at 4°C overnight and fluorescent secondary antibodies at room temperature for 2 hours (Table S3). The Odyssey near-infrared fluorescence imaging system (LI-COR, Lincoln, NE, USA) was used for imaging. GAPDH was used as the internal control.

### ELISA

Serum was obtained from OVX and sham mice. The serum level of PINP was analyzed using the Mouse PINP (Procollagen1 N-Terminal Propeptide) ELISA Kit (D721053-0048, Sangon, China) according to the manufacturer's protocol. The serum level of CTX-1 was analyzed using the Mouse CTX-1 (Cross Linked C-telopeptide of Type1 Collagen) ELISA Kit (D721204-0048, Sangon, China) according to the manufacturer's protocol. ELISA was performed using the automatic microplate reader BioTek synergy H1 (Agilent, USA).

### Single-cell bioinformatics analysis

Single Cell PORTAL was used to analyze the bone marrow niche (https://singlecell.broadinstitute.org/single_cell/study/SCP1248/resolving-the-bone-marrow-niche-heterogeneity; https://singlecell.broadinstitute.org/single_cell/study/SCP361/mouse-bone-marrow-stroma-in-homeostasis) 25, 26. The t-Distributed stochastic neighbor embedding (t-SNE) algorithm was used for cell grouping. The expression of *Fgf9* and *Fgfrs* in bone marrow stroma clusters were analyzed and shown in the Dot plot.

### RNA-seq and transcriptome analysis

Eighteen samples derived from BMSCs were harvested for RNA-seq. Total RNA was extracted and then assessed by Agilent 2100 Bioanalyzer (Agilent Technologies, Germany). The cDNA libraries were constructed and arrayed for high-throughput sequencing with the Illumina Hiseq™ 3000 platform. Cutadapt V1.9.1 processed raw reads to be high-quality, clean data. The clean data were mapped to the reference genome via Hisat2 V2.2.1. Differential expression analysis was performed by the DESeq2 Bioconductor package (V1.6.3). The differentially expressed genes (DEGs) were defined as Log2 fold change absolute value≥1 and adjusted P-value≤0.05. Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed using clusterProfiler V3.0.5. In addition, Heatmaps, GO terms, and KEGG pathways were graphically drawn, and figures were displayed through the online bioinformatics analysis and visualization cloud platform (bioinformatics, http://www.bioinformatics.com.cn/). The RNA-seq datasets have been submitted to the NCBI database under the accession number GSE252394.

### Statistical analysis

In statistical analysis, each group of samples has at least three biological replicates. Data are expressed as box-and-whisker plots (with median and interquartile ranges) from max to min, with all data points shown unless otherwise noted. Unpaired, two-tailed Student's t-tests were used to determine significance, using p < 0.05 as the cutoff. All data were drawn using GraphPad Prism 7.0 software.

## Results

### *Fgf9* is expressed in the bone marrow niche and upregulated with aging and OVX

In order to elucidate the role of *Fgf9* in maintaining adult bone homeostasis, we used Single Cell PORTAL (https://singlecell.broadinstitute.org/single_cell) to search through two projects: "Mouse Bone Marrow Stroma in Homeostasis" (20581 cells, 27998 genes) 25 and " Resolving the Bone Marrow Niche Heterogeneity " (32743 cells, 17173 genes) 26. We analyzed the expression patterns of *Fgf9* and four receptors (*Fgfr1-4*) in the main cell populations within the bone marrow microenvironment. The results revealed that *Fgf9* is predominantly expressed in the fibroblasts subpopulation, *Fgfr1* is mainly expressed in fibroblasts, chondrocytes, and mesenchymal stem cells, *Fgfr2* shows primary expression in mesenchymal stem cells and Schwann cells, *Fgfr3* is primarily expressed in chondrocytes, and *Fgfr4* is expressed in myofibroblasts (Figure 1A-C; Figure S1A-C). To further assess the role of *Fgf9* in bone homeostasis, we examine the expression levels of the *Fgf9* gene in the skeletons of young (4 months) and elderly mice (22 months), as well as in OVX-induced and sham-operated control mice. The results showed a significant increase in both *Fgf9* mRNA and protein levels in the bone of elderly mice (Figure 1D-F), as well as a similar elevation in *Fgf9* mRNA levels in OVX-induced mice (Figure 1G). Additionally, we cultured bone marrow fibroblast-like cells from C57BL/6 mice of different ages (2, 10, 20 months). Immunofluorescence staining using S100A4, one of the markers for fibroblasts, revealed approximately 47% of cells were fibroblasts (Figure S1D and E). qRT-PCR analysis demonstrated a significant increase in the mRNA levels of *Fgf9* in the fibroblast-like cells with age (Figure 1H). These findings suggest that *Fgf9* is a growth factor specifically expressed in the adult bone marrow microenvironment, potentially playing a crucial role in maintaining bone homeostasis.

### The *Fgf9^S99N^* mutation alleviates the OVX-induced bone loss and BMAT accumulation

To investigate the potential role of *Fgf9* in maintaining the balance between bone and fat tissue in bone, we examined the bone and BMAT formation in adult mice harboring *Fgf9^S99N^* mutation. Histological analysis employing Hematoxylin and Eosin (H&E) staining, along with statistical analysis, unequivocally demonstrated a significant reduction in bone marrow adipocytes within the femurs and tibiae of 4-month-old male *Fgf9^wt/mut^* mice in comparison to their wt male littermates (Figure 2A and B; Figure S2A-E). Moreover, the mRNA expression levels of adipocyte markers (*Adipoq* and *Leptin*) and osteogenic markers (*Alpl* and *Col1a1*) were detected by qRT-PCR in femurs of neonatal *Fgf9^wt/wt^*, *Fgf9^wt/mut^*, and *Fgf9^mut/mut^* mice. The results indicated a decrease in adipocyte marker expression alongside an increase in osteogenic marker expression (Figure S3I-L).

To further evaluate the potential contribution of *Fgf9* towards the bone-fat balance, the *Fgf9^wt/mut^* mice and wt counterparts underwent the OVX surgery, which serves as a classical model to simulate postmenopausal osteoporosis characterized by BMAT accumulation and bone loss 48. Micro-computed tomography (micro-CT) analysis of the femurs revealed a notable reduction in trabecular and cortical bone in 4-month-old wt mice subjected to OVX (Figure 2C; Figure S3E). Intriguingly, *Fgf9^wt/mu^*^t^ mice exhibited significant resistance to the OVX-induced bone loss (Figure 2C; Figure S3E). Further quantitative evaluation of bone structural parameters, encompassing femoral trabecular parameters (BMD, BV, BS, BV/TV, Tb. N, Tb. Sp, Conn.,) (Figure 2D-G; Figure S3A-D) and cortical bone parameters (Obj. V and Obj. S) (Figure S3F-G), further confirmed these observations. Correspondingly, the serum concentrations of PINP indicated a significant increase in osteoblastic activity in OVX-het mice compared to OVX-wt mice (Figure 2K). Alternatively, the histological analysis uncovered that the *Fgf9^S99N^* mutation mitigated the BMAT accumulation after OVX surgery. H&E staining and quantitative analysis revealed that OVX-wt mice showed obvious bone marrow adiposity characterized by fat vacuoles compared with Sham-wt mice, and the heterozygous mice significantly ameliorated BMAT accumulation with OVX-induction (Figure 2H and J; Figure S3H). Immunofluorescence staining of lipid droplet marker PerilipinA/PLIN1 and bone marker Osteopontin/OPN demonstrated diminished BMAT and enhanced bone formation in femurs of OVX-het mice compared to OVX-wt mice (Figure 2I). Given the importance of bone resorption in maintaining bone homeostasis, it is crucial to investigate the influence of FGF9 on osteoclast activity. We evaluated serum CTX-I levels in Sham and OVX mice and found no significant difference between the OVX-wt and OVX-het groups (Figure S3M). Furthermore, femoral sections from these mice were subjected to TRAP staining, revealing no significant difference (Figure S3N). These findings collectively indicate that FGF9 may not substantially impact osteoclasts during OVX.

Altogether, the collective findings demonstrated that the loss-of-function mutation of *Fgf9* significantly reduced the OVX-induced bone loss and marrow adiposity. These results strongly suggest an essential role of *Fgf9* in maintaining the delicate balance between bone and fat in the skeleton.

### *Fgf9* inhibits osteogenic differentiation and promotes adipogenic differentiation of BMSCs *in vitro*

As a common progenitor of osteoblasts and adipocytes, the lineage commitment of BMSCs is crucial for maintaining the bone-fat balance. Our previous findings have revealed that *Fgf9^S99N^* mutation enhanced osteogenesis while concurrently inhibiting adipogenesis. Therefore, we have hypothesized that *Fgf9* can regulate the differentiation potential of BMSCs. The BMSCs were isolated from compact bones and identified using flow cytometry to detect cell surface markers for BMSC identification (negative markers: CD31, CD34, CD45, and Ter-119; positive markers: CD29, CD44, Sca-1, CD140a) (Figure S4A and B). BMSCs from 20-month-old wild-type and *Fgf9^wt/mut^* mice were differentiated into either adipocytes or osteoblasts. Oil Red O staining and quantitative analysis revealed that BMSCs isolated from *Fgf9^wt/mut^* mice had a diminished propensity to form matured adipocytes than that from wild-type mice (Figure 3A and B). In contrast, BMSCs derived from heterozygous mice exhibited a significant augmentation in the formation of mineralized nodules (Figure 3C and D). Further qRT-PCR analysis revealed that BMSCs derived from heterozygous mice had lower expression levels of adipogenic genes (*Cebpa*, *Pparg*, and *Adipoq*) and higher expression levels of osteogeneic genes (*Runx2*, *Osterix*, and *Alpl*) (Figure S4C and D).

Considering that the *Fgf9^S99N^* is a loss-of-function mutation, it is reasonable to speculate that *Fgf9* could inhibit osteogenesis while promoting adipogenesis in BMSCs. To substantiate this hypothesis, the 1-month-old wild-type BMSCs were isolated and cultured in an adipogenic or osteogenic induction medium containing different concentrations of recombinant FGF9 protein (0, 5, 10, 20, and 50 ng/ml). ALP staining, Von Kossa staining and quantitative assessment displayed that exogenous FGF9 significantly reduced osteoblastic differentiation and mineralization of BMSCs in a dose-dependent manner (Figure 3E and F; Figure S4E). Conversely, Oil Red O staining, coupled with quantitative analysis, demonstrated that FGF9 exerted a considerable promotive effect on adipogenesis of BMSCs in a dose-dependent manner (Figure 3G and H). Interestingly, it was also observed that even under osteogenic induction conditions, BMSCs were differentiated into adipocytes as FGF9 concentrations increased (Figure 3E; Figure S4F). To further consolidate these findings, qRT-PCR analysis revealed that FGF9 stimulation down-regulated the mRNA expression levels of osteogenic genes (*Runx2*, *Osterix*, and *Col1a1*) in BMSCs under osteogenic induction (Figure 3I; Figure S4I and J) and up-regulated the expression of adipogenic genes (*Cebpa*, *Pparg*, and *Adipoq*) under osteogenic and adipogenic conditions (Figure 3J-L; Figure S4G, H and K). Furthermore, FGF9 showed a similar effect on regulating osteogenic and adipogenic differentiation of BMSCs from rats (Figure S4L). These results underscore the role of *Fgf9* in promoting adipogenesis and inhibiting bone formation of BMSCs.

### *Fgf9* controls osteogenic/adipogenic differentiation of BMSCs *in vivo*

To further elucidate the role of *Fgf9* in regulating the differentiation potential of BMSCs in an *in vivo* setting, we isolated BMSCs from 1-month-old wild-type mice and stably overexpressed *Fgf9* in BMSCs with lentivirus and antibiotic selection. qRT-PCR analysis showed a dramatic upregulation in *Fgf9* mRNA expression following transfection (Figure S5A). *In vitro* cytodifferentiation assay confirmed, again, that overexpressing *Fgf9* in BMSCs inhibited osteogenesis under osteogenic differentiation conditions (Figure 4A-C) and promoted adipogenesis under adipogenic and osteogenic differentiation conditions (Figure 4A and 4D-F). After the subcutaneous injection of *OE-Fgf9* and *OE-control* BMSCs into the scapular region of the same nude mouse (Figure 4G), the grafts were isolated and subjected to histological analysis after 5 weeks. H&E staining and quantitative assessment demonstrated that BMSCs in the control group had differentiated into both bone and adipose tissues, whereas *Fgf9*-overexpressed BMSCs had predominantly differentiated into adipose tissue (Figure 4H, J and K; Figure S5B). Immunofluorescence staining of OPN and PLIN1 further confirmed these observations (Figure 4I). These findings indicate that the overexpression of *Fgf9* significantly impedes osteogenic differentiation and promotes adipose differentiation of BMSCs both *in vivo* and *in vitro*.

### *Fgf9* controls the cell fate of BMSCs in the early stage of differentiation

The differentiation of BMSCs into osteoblasts and adipocytes follows a sequential process, delineated into three distinct stages: commitment, differentiation, and maturation 1. To investigate the effect of *Fgf9* on the differentiation of BMSCs, we stimulated them with FGF9 at various stages of differentiation. During the early stages of BMSCs differentiation, FGF9 stimulation was found to increase adipogenesis while decreasing osteogenesis, whether under osteogenic or adipogenic induction conditions (Figure 5A-D). Furthermore, the impact of FGF9 stimulation reduced gradually as the timing of the stimulation was delayed (Figure 5A-D). The results emphasized the significant role of FGF9 during the early stages of BMSCs differentiation, indicating its potential involvement in the fate determination of BMSCs. To further explore this, we pre-treated primary BMSCs with FGF9 for two days under standard culture conditions. After carefully washing to eliminate any residual FGF9, the BMSCs were induced for differentiation towards osteogenesis and adipogenesis *in vitro*. The differentiated results revealed that FGF9 pretreatment markedly suppressed osteogenic differentiation and mineralization while significantly promoting adipogenic differentiation (Figure 5E-H). Furthermore, prolonged stimulation of recombinant FGF9 to 8 days under culture conditions induced spontaneous differentiation of BMSCs into adipocytes and weakened ALP activity (Figure 5I and J). Moreover, BMSCs overexpressing *Fgf9* similarly exhibited adipogenic spontaneous differentiation (Figure 5K and L). These findings indicate that *Fgf9* is a potent cytokine that promotes adipogenic differentiation in BMSCs, particularly during the commitment phase.

### *Fgf9* alters the osteogenic and adipogenic gene expression in BMSCs

To investigate the crucial mechanism, we conducted RNA-seq on 6 groups of BMSCs, which were cultured with or without 20 ng/ml FGF9 for 4 days in the culture medium (CM, CM_F9), osteogenic induction medium (OI, OI_F9), and adipogenic induction medium (AI, AI_F9). 

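BMSCs are adherent stromal cells of bone and marrow that can form osteoblasts, adipocytes and chondrocytes. FGF9 is a secreted fibroblast growth factor that binds FGF receptors on the cell surface. OI contains dexamethasone, beta-glycerol phosphate and ascorbate-2-phosphate. AI contains more dexamethasone, rosiglitazone (an agonist of the nuclear receptor PPARG), a phosphodiesterase inhibitor and insulin. Each of the 6 groups has 3 samples, 18 in all, collected on day 4 with 0 or 20 ng/ml FGF9. Figure 6 describes the replicates as independent analyses, and the sample labels do not say whether they came from separate mice. Poly(A) RNA was captured with oligo(dT) beads and sequenced. The authors trimmed the reads with cutadapt 1.9.1, aligned them to the mouse genome GRCm39 with HISAT2 2.2.1 and counted reads per gene with HTSeq 0.6.1. They deposited read counts and FPKM for 56691 genes. FPKM divides a count by the length of the gene and by the library total, and 100% of the deposited FPKM values of at least 5 lay within 1% of that ratio. The libraries held 16719561 to 20526502 counted reads. The median was 19459906 in CM, 18063327 in CM_F9, 18812922 in OI, 18639600 in OI_F9, 18538520 in AI and 19522366 in AI_F9. The media alone changed the cells before FGF9 was considered. Without FGF9, 626 genes were higher and 340 lower in OI than in CM, and 1530 were higher and 2389 lower in AI than in CM. Of 32 measured genes of mature adipocytes, 31 were higher in AI than in CM and none was lower, with a median log2 fold change of 4.78 (camera, adjusted p = 1.96e-06 with an estimated correlation). Of 17 measured glucocorticoid targets, 14 were higher in OI and 16 in AI than in CM (adjusted p = 5.13e-08 and 1.65e-05 with an estimated correlation). Transcripts of the mitochondrial genome took 1.97 ± 0.0368% of the counts in CM and 2.48 ± 0.0670% in CM_F9 (SD, n = 3 here and below), 2.19 ± 0.0729% in OI and 2.97 ± 0.163% in OI_F9, and 4.51 ± 0.202% in AI and 7.35 ± 0.198% in AI_F9. FGF9 was compared with its control in each medium by the quasi-likelihood test of edgeR on the counts of the 17631 genes that passed its filter on low counts, with TMM scaling and all 18 samples in one model. The common biological coefficient of variation was 7.69%. A DEG had an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.05, the thresholds the paper gives. Levels are given as mean FPKM ± SD, fold changes come from the counts, and gene positions are those of GRCm39.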

Volcano plots were used to show the differentially expressed genes (DEGs) in the FGF9-stimulated group, compared to the control group under different conditions (Figure S6A-C). 

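In CM, FGF9 raised 969 genes and lowered 909. The largest rises were in Fgf23, a hormone of bone cells that lowers blood phosphate (log2 fold change 6.96), the matrix metalloproteinase Mmp10 (6.39), the neuronal pentraxin Nptx1 (6.21) and Ace, the angiotensin-converting enzyme (6.20). Dmp1, a matrix protein of osteocytes, rose by 6.01 from 4.02 ± 1.51 to 272 ± 16.2 FPKM, the cytokine Tslp by 6.00, the glycosyltransferase Galnt15 by 5.50 and the serpin Serpinb2 by 4.94. The largest falls in CM were in secretogranin 2 (Scg2, -8.35), Megf6 (-7.41) and Sfrp2, a secreted modulator of WNT signaling, which went from 221 ± 2.15 to 1.71 ± 0.416 FPKM (-7.08). Alpl, Matn4 (-5.90), Fndc1 (-5.21), the imprinted gene Mest (-5.17) and periostin (Postn, -4.95) followed. In OI, 966 genes rose and 1070 fell. Nptx1 (6.56), Fgf23 (6.26), Ace (5.20) and Dmp1 (4.92) were again among the 8 largest rises, with Mmp3 (5.29), the protocadherin Pcdh20 (5.21), the bone morphogenetic protein Bmp2 (4.91) and Phex, an enzyme of phosphate balance in bone (4.76). The largest falls in OI included Scg2, with 1327 reads over the control libraries and 3 over the FGF9 libraries (ratio per library total 443, exact 95% interval of counting error 151 to 2152), Megf6 (-8.37), Igfbp2 (-6.06), Pappa2 (-5.58), Mest (-5.54), the natriuretic peptide receptor Npr3 (-5.45) and myocilin (Myoc, -5.40). In AI, 1174 genes rose and 1644 fell. The largest rises were in Ace (5.76), Mmp3 (4.85), Sparcl1 (4.79), Hsd11b1, the enzyme that activates glucocorticoids (4.10), the chemokine Cxcl13 (4.09), Tslp (4.07), Ccdc3 (3.86) and the metabolic hormone Fgf21 (3.79). Smooth muscle actin Acta2 fell furthest in AI, from 222 ± 17.5 to 0.940 ± 0.243 FPKM (-7.67), followed by Matn4 (-7.18), Myl9 (-6.76), tenascin N (Tnn, -6.67), Sfrp2 (-6.61), osteomodulin (Omd, -6.59), Col8a2 (-6.37) and osteoglycin (Ogn, -6.05). These 8 rises and 8 falls per medium were picked from the DEGs with a mean of at least 5 FPKM in 1 of the groups and no overlap between the FGF9 and control samples, a separation that the choice required and that chance alone gives for 10% of genes. Each adjusted p among them was at most 8.34e-10. Of the AI DEGs, 41.7% were higher, and 27.8% were higher when the counts were scaled by library size without TMM, which moved the median log2 fold change of the genes by -0.206.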

Heatmap analysis of all DEGs demonstrated consistent patterns among the triplicate samples within each group (Figure 6A; Figure S6D-F). 

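Samples of 1 group resembled each other more closely than samples of any 2 groups. On log2 FPKM with 0.5 added, Pearson's r across genes was 0.990 to 0.995 between replicates of a group and 0.860 to 0.983 between samples of different groups. The mean r was 0.979 between CM and OI, 0.982 between CM_F9 and OI_F9, 0.960 between CM and CM_F9, 0.957 between OI and OI_F9 and 0.954 between AI and AI_F9. Genes are not independent replicates, so these values describe likeness and carry no test. Clustering of the samples into 6 branches kept each group whole, and 3 branches joined CM with OI, CM_F9 with OI_F9, and AI with AI_F9. The first principal component held 56.8% of the variance and the second 20.7%. Alpl, alkaline phosphatase of bone, shows the spread within a group. It was 25.8 ± 2.43 FPKM in CM and 0.410 ± 0.0985 in CM_F9, while Adipoq, the hormone adiponectin, was 3.73 ± 0.286 and 13.1 ± 1.54.

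**Figure D1:**
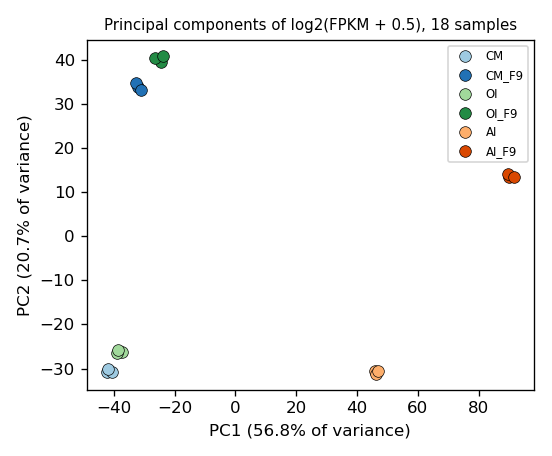
Principal components of log2 FPKM in the 18 samples, with the first component (56.8% of the variance) on the horizontal axis and the second (20.7%) on the vertical axis. Each point is 1 sample, coloured by group, and the 3 replicates of each group lie together. The AI and AI_F9 samples lie apart from CM and OI on the first component, and FGF9 samples lie above their controls on the second.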

Following this, a Gene Ontology (GO) enrichment analysis of DEGs was performed to validate the differentiated status of BMSCs. Notably, enriched GO terms associated with adipogenesis and fat metabolism were significantly up-regulated in the CM, OI, and AI conditions with FGF9 stimulation. These terms included fat cell differentiation, regulation of fat cell differentiation, and lipid catabolic process. On the other hand, GO terms associated with bone formation such as extracellular matrix organization, ossification, biomineralization, and osteoblast differentiation, were found to be down-regulated (Figure 6B-D).

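FGF9 raised a part of the mature adipocyte genes in each medium, and in AI also genes of lipid synthesis and oxidation. Adipoq (ENSMUSG00000022878, chromosome 16 from 22965286 to 22976778) rose in CM (log2 fold change 1.75, SE 0.11, adjusted p = 6.28e-12) and in AI, from 193 ± 10.3 to 539 ± 41.1 FPKM (1.69, SE 0.07, adjusted p = 3.94e-15). In OI it was 14.6 ± 0.945 and 22.8 ± 1.59 FPKM, a log2 fold change of 0.59 (adjusted p = 7.07e-06), below the fold change of a DEG. Plin1 (ENSMUSG00000030546, chromosome 7 from 79369966 to 79382651), which coats lipid droplets, rose from 1.07 ± 0.430 to 6.67 ± 0.589 FPKM in CM (2.57, adjusted p = 6.27e-13) and from 3.41 ± 0.327 to 7.99 ± 0.636 in OI (1.17, adjusted p = 3.04e-08), and in AI it was 137 ± 7.17 and 229.9 ± 4.77 (0.95, adjusted p = 1.61e-08). Of 32 measured mature adipocyte genes, 16 rose and 1 fell in CM, 11 rose and 1 fell in OI, and 24 rose and 1 fell in AI, the same numbers when adjusted over the list alone. The ones that fell were Rbp4 in CM (-1.27), Angptl4 in OI (-1.25) and Nnat in AI (-1.20). The fatty acid carrier Fabp4 rose by 1.61 in CM, 1.15 in OI and 1.71 in AI, where it reached 2003 ± 134 FPKM. The desaturase Scd1 rose by 1.65 in CM and 2.35 in AI, and resistin (Retn) by 4.45, 1.09 and 2.23 in CM, OI and AI. Camera gave this list an adjusted p of 2.01e-09 in CM, 0.00191 in OI and 4.88e-30 in AI (adjusted p = 0.0582, 0.423 and 0.0013 with an estimated correlation). Fatty acid synthesis genes (21 measured) had 13 members higher and none lower in AI, among them Scd1, Acaca (1.51), Dgat2 (1.98) and Srebf1 (1.10), with the same numbers when adjusted over the list alone (adjusted p = 3.88e-18, and 0.000995 with an estimated correlation). In CM, Scd1 and Thrsp rose and Fads2 fell, and in OI Dgat2 rose (adjusted p of the list 0.358 and 0.588). Of 26 measured genes of lipid catabolism and fatty acid oxidation, 14 rose in AI, such as Cpt1b (2.85), Hadhb (1.25) and Pnpla2 (1.15), and Ucp2, Cyp4b1 and Apoe fell, the same numbers when adjusted over the list alone (adjusted p = 7e-10, and 0.0409 with an estimated correlation). Lipe and Plin5 rose in CM, and Cyp4b1 fell in OI (adjusted p of the list 0.609 and 0.588). Brown fat genes (13 measured) had 11 higher in AI, including the uncoupling protein Ucp1 (2.38), Cox7a1 (2.61) and Ppara (2.23), 3 higher in CM (Prdm16, Dio2 and Ebf2) and 2 in OI (Prdm16 and Dio2), with the same numbers when adjusted over the list alone. Fgf21 had 12 reads over the CM libraries and 0 over the CM_F9 libraries, and its fall in CM was not called in 7 of 15 settings. The list's adjusted p was 4.34e-05 in AI (0.0198 with an estimated correlation), 0.168 in CM and 0.163 in OI. Among the genes higher with FGF9, the GO term brown fat cell differentiation held 13 of its 39 genes in CM (Fisher's exact test, one-sided, adjusted p = 6.77e-07), 10 in OI (0.000153) and 25 in AI (7.44e-20). Fat cell differentiation held 6 of 70 in CM (adjusted p = 0.206), 4 in OI (0.58) and 12 in AI (0.00388), and 11 of its genes in OI and 15 in AI were lower (0.00921 and 0.00874). Regulation of fat cell differentiation held 5 of 14 in CM (0.00249), 3 in OI (0.0823) and 2 in AI (0.297), and lipid catabolic process 7 of 46 in CM (0.0226), 4 in OI (0.302) and 5 in AI (0.278). The number of DEGs in AI depended on the scaling. With library size scaling, 6 members of the synthesis list and 5 of the oxidation list were higher, and with quantile normalization 7 and 5. With limma on log2 FPKM with 1 added, 5 and 3 of these lists were higher in AI, and 7 and 5 mature adipocyte genes in CM and OI. Retn in OI was 0.98 without OI replicate 2 and 0.94 without OI_F9 replicate 3. In AI, macrophage, endothelial and smooth muscle markers fell (18 of 22, 12 of 15 and 12 of 15) and 5 of 13 mitochondrial transcripts rose.

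**Figure D2:**
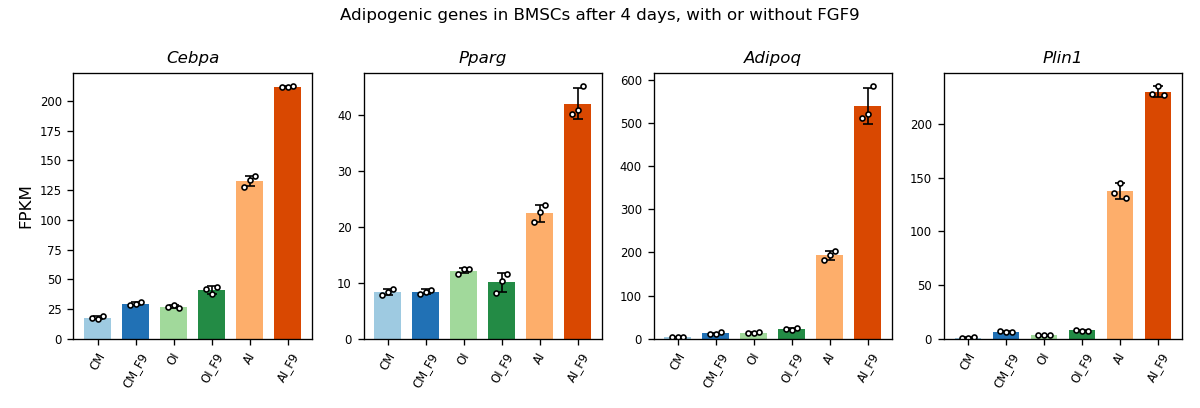
FPKM of Cebpa, Pparg, Adipoq and Plin1 in CM, OI and AI without and with FGF9. Bars are means, error bars the SD and open points the 3 replicates, on an axis from 0. Pparg is at 8.44 FPKM in both CM and CM_F9, and all 4 genes are highest in AI_F9.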

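FGF9 lowered collagens and other matrix genes in each medium, while genes of bone mineral went both ways. Alpl (ENSMUSG00000028766, chromosome 4 from 137469044 to 137523695), the phosphatase that frees phosphate for mineral, fell from 55.2 ± 4.40 to 1.03 ± 0.160 FPKM in OI (log2 fold change -5.78, SE 0.10, adjusted p = 8.67e-22), by -6.05 in CM (adjusted p = 8.14e-21) and by -3.49 in AI, to 4.56 ± 0.295 FPKM. Col1a1 (ENSMUSG00000001506, chromosome 11 from 94827050 to 94843868), the main collagen chain of bone, fell from 1421 ± 49.4 to 212 ± 15.9 FPKM in OI (-2.79, adjusted p = 2.51e-19) and from 203 ± 13.2 to 9.12 ± 0.951 in AI (-4.27, adjusted p = 9.43e-22). Bone sialoprotein (Ibsp) fell in all 3 media (-1.86, -3.05 and -5.98 in CM, OI and AI), as did Omd (-3.43, -4.54 and -6.59). Osteopontin (Spp1, ENSMUSG00000029304, chromosome 5 from 104582984 to 104588916), which binds mineral, rose from 1281 ± 103 to 12756 ± 1232 FPKM in OI (3.27, adjusted p = 2.61e-15) and also in CM (3.79) and AI (3.31). Osteocalcin (Bglap) rose by 3.02, 2.30 and 1.73, and it may share reads with its copy Bglap2. Of 33 measured osteoblast and mineralization genes, 13 rose and 13 fell in CM, 11 rose and 12 fell in OI, and 11 rose and 14 fell in AI, the same numbers when adjusted over the list alone. Higher in all 3 media were Ank, Bglap, Bglap2, Dmp1, Enpp1, Ifitm5, Phex, Slc20a1 and Spp1, and lower in all 3 were Alpl, Col1a1, Col1a2, Ibsp, Ogn, Omd, Postn, Pth1r and Sparc. The rise of Phex in AI (1.30) was not called in 5 of 15 settings and was 0.12 with limma on log2 FPKM with 1 added. Enpp1 and Ank act in making and exporting pyrophosphate, an inhibitor of mineral growth. As a whole the list was lower in OI (camera, adjusted p = 0.00231, and 0.311 with an estimated correlation) and in AI (2.82e-13, and 0.00545 with an estimated correlation), and its adjusted p was 0.0953 in CM (0.0236 without CM replicate 1). Matrix organization genes (58 measured) had 26 lower and 2 higher in CM (Loxl3 and Spon2), 25 lower and 3 higher in OI (Fn1, Loxl3 and Spon2), and 27 lower and 10 higher in AI, the same numbers when adjusted over the list alone. Col14a1 fell by -4.78 in CM, the crosslinking enzyme Lox by -3.44 in OI and fibromodulin (Fmod) by -5.43 in AI, and the 10 higher in AI include Fn1 (2.03) and Col15a1 (2.62). The adjusted p of the list was 4.57e-53, 2.26e-57 and 4.85e-36 in CM, OI and AI (0.000138, 8.66e-05 and 0.000564 with an estimated correlation). Among the genes lower with FGF9, extracellular matrix organization held 37, 38 and 46 of its 142 genes in CM, OI and AI (Fisher's exact test, one-sided, adjusted p = 2.56e-15, 5.22e-14 and 1.75e-12). Ossification held 18, 21 and 22 of 71 (1.21e-07, 5.25e-09 and 5.15e-06), osteoblast differentiation 16, 16 and 21 of 73 (4.3e-06, 2.27e-05 and 2.31e-05) and bone mineralization 11, 13 and 13 of 39 (1.2e-05, 1.3e-06 and 0.000204). Biomineral tissue development is a broader term, but only the 18 genes annotated with its own name were counted, without adding those of bone mineralization. These included 2, 0 and 1 lower genes (adjusted p = 0.427, 1 and 1) and 8, 8 and 6 higher genes, among them Enpp1, Spp1 and Dmp1 (1.08e-05, 1.98e-05 and 0.00215). Markers of other stromal fates moved as well. Of 15 measured smooth muscle and myofibroblast markers, 11, 13 and 12 fell in CM, OI and AI and none rose (adjusted p = 1.41e-31, 4.48e-42 and 5.61e-32, and 0.000138, 7.74e-05 and 0.000274 with an estimated correlation). Acta2 fell by -3.28 in CM and -4.09 in OI, and Tagln by -2.66 and -3.66. Of 16 measured chondrocyte markers, 12 fell in CM and in OI, such as Comp (-2.32 and -2.67), Acan (-2.84 and -1.72) and Col9a1 (-4.94 and -3.58), and Sox5, Col10a1 and Prg4 rose (adjusted p = 0.0056 and 0.017, and 0.143 and 0.251 with an estimated correlation). In AI, 6 fell, and Sox5 and Prg4 rose (0.474). Both lists had the same numbers when adjusted over the list alone. With limma on log2 FPKM with 1 added, 5 of the chondrocyte markers were lower in CM and 3 in OI, and 6 osteoblast genes were higher in AI.

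**Figure D3:**
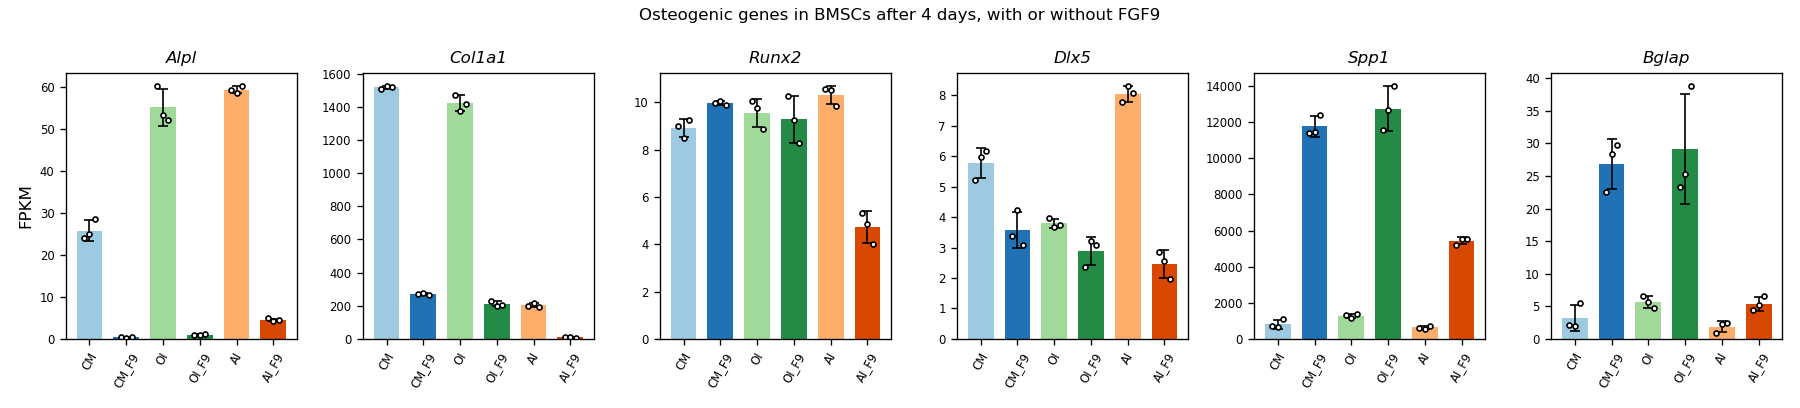
FPKM of Alpl, Col1a1, Runx2, Dlx5, Spp1 and Bglap in CM, OI and AI without and with FGF9. Bars are means, error bars the SD and open points the 3 replicates, on an axis from 0. Alpl and Col1a1 lie below their controls in each medium, Spp1 and Bglap above, and Runx2 is at 10.3 ± 0.396 FPKM in AI and 4.73 ± 0.678 in AI_F9.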

To assess the RNA-seq results, qRT-PCR and Western blotting were used to measure the gene transcription and protein expression levels of BMSCs. Under culture conditions, FGF9 stimulation and overexpression in BMSCs resulted in a significant decrease in the transcription of osteogenic genes (*Dlx5*, *Alpl*, and *Col1a1*) and protein expression (ALP and COL1) (Figure 6F, G, K and L, Figure S7B and G). At the same time, there was an increase in the transcription of adipogenic genes (*Cebpa*, *Pparg*, and *Adipoq*) and protein expression (C/EBPα, ADIPOQ, and PLIN1) (Figure 6E, G, J and L, Figure S7A and F). Similarly, under adipogenic and osteogenic differentiation, mRNA expression of osteogenic genes was significantly inhibited in BMSCs exposed to 20 ng/ml FGF9 (Figure S6H and J). In contrast, there was a marked increase in the mRNA level of adipogenesis genes under adipogenic induction (Figure S6I) and a modest increase under osteogenic induction (Figure S6G). Meanwhile, protein expression of BMSCs revealed that FGF9 increased adipogenesis (ADIPOQ and PLIN1) and decreased bone formation (RUNX2, OPN, and ALP) during osteogenesis induction (Figure 6I, Figure S7D and E), and significantly enhanced the expression of adipose-related genes (C/EBPα, PPARγ, and PLIN1) during adipogenesis induction (Figure 6H, Figure S7C). These findings suggest that *Fgf9* regulates the fate of BMSCs towards adipogenesis instead of osteogenesis by modulating gene transcription and expression.

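At the level of RNA, the adipogenic factor Pparg rose in AI and the osteogenic factor Dlx5 fell there. Cebpa (ENSMUSG00000034957, chromosome 7 from 34818718 to 34821353), a transcription factor of adipocyte formation, was at 17.9 ± 1.53 and 29.6 ± 1.22 FPKM in CM and CM_F9 (log2 fold change 0.67, SE 0.07, adjusted p = 1.72e-08), at 27.1 ± 1.36 and 41.0 ± 3.17 in OI and OI_F9 (0.55, adjusted p = 2.49e-07), and at 132 ± 4.41 and 212 ± 0.739 in AI and AI_F9 (0.88, adjusted p = 1.96e-11). It was higher in 3 of 3 FGF9 samples each time, below the fold change of a DEG. Pparg (ENSMUSG00000000440, chromosome 6 from 115337912 to 115467360), the receptor that rosiglitazone activates, rose in AI from 22.5 ± 1.52 to 42.1 ± 2.79 FPKM (1.11, SE 0.09, adjusted p = 1.28e-10). In CM it was 8.44 ± 0.505 and 8.44 ± 0.411 (-0.06, adjusted p = 0.667) and in OI 12.2 ± 0.451 and 10.1 ± 1.68 (-0.32, adjusted p = 0.00807). Dlx5 (ENSMUSG00000029755, chromosome 6 from 6877805 to 6882085), a homeobox factor of osteoblasts, fell in AI from 8.05 ± 0.266 to 2.46 ± 0.447 FPKM (-1.50, adjusted p = 2.58e-09), and its log2 fold change was -0.75 in CM (adjusted p = 8.32e-05) and -0.45 in OI (0.0151). Runx2 (ENSMUSG00000039153, chromosome 17 from 44806874 to 45125684) was at 0.10 in CM (adjusted p = 0.343), -0.09 in OI (0.385) and -0.92 in AI (1.57e-09, and -1.01 without AI_F9 replicate 1). Sp7, which encodes Osterix, was at 0.52 (4.49e-05), 0.01 (0.92) and -0.28 (0.0354). Leptin (Lep) had at most 4 reads over the 3 libraries of a group and was not tested. Among 19 measured adipocyte transcription factors, Ebf2, Mlxipl and Prdm16 rose and Ebf1 fell in CM, Klf5 and Prdm16 rose and Klf15 and Ebf1 fell in OI, and Pparg, Ebf2, Srebf1, Mlxipl and Ppargc1a rose and Cebpd fell in AI (camera, adjusted p = 0.44, 0.998 and 0.00317, and 0.0559 in AI with an estimated correlation). Of 16 measured osteoblast transcription factors, Dlx3, Osr2, Tcf7 and Lef1 rose in CM, Dlx3, Tcf7 and Lef1 rose in OI, and Dlx5, Msx2, Mef2c and Zfp521 fell in AI (adjusted p = 0.168, 0.588 and 0.0242, and 0.0559 in AI with an estimated correlation). Tcf7 and Lef1 are effectors of WNT signaling. Of 14 measured genes on a list of preadipocyte inhibitors, Klf2, Sfrp1 and Sox9 fell in each medium and Nr2f2 rose in each. Whether each listed gene, such as the WNT gene Sfrp1, acts as an inhibitor in these cells was not tested. Dlk1 and Wnt10b rose in CM and OI, Ccnd1 in CM, Wnt5a and Wnt5b in OI, and Ddit3 in AI (adjusted p = 0.74, 0.588 and 0.245). In these 3 lists the same numbers passed when adjusted over the list alone. The rise of Pparg in AI was below a log2 fold change of 1 with library size scaling (0.91) and quantile normalization (0.98), and none of the 5 adipocyte factors was a DEG in AI with limma on log2 FPKM with 1 added. From the lower osteogenic and higher adipogenic gene transcription and protein expression, the paper proposes that Fgf9 directs the fate of BMSCs towards adipogenesis instead of osteogenesis.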

### *Fgf9* activates multiple signaling pathways in BMSCs

In order to investigate the signaling cascades through which *Fgf9* modulates the differentiation of BMSCs, we employed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis on the DEGs enriched under the CM, OI, and AI conditions. The results revealed that FGF9 activated multiple signaling pathways within BMSCs under all three culture conditions, primarily through downstream signaling facilitated by FGFR, such as PI3K/AKT, MAPK, Rap1, and Ras signaling. Additionally, FGFR cross-talking signaling and other crucial signaling pathways, such as Wnt and TGF-beta, were activated (Figure 7A-C). It is worth noting, however, that the specific signaling pathways activated by FGF9 differed depending on the culture conditions used. For instance, the PI3K-AKT signaling pathway was more strongly activated in CM and AI conditions compared to the OI condition (Figure 7A-C).

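Spry4, Dusp6, Etv1 and Etv4, which FGF signaling induces, rose in each medium, while the receptors Fgfr2 and Fgfr3 fell. Spry4, an inhibitor induced by the pathway it blocks, rose from 1.76 ± 0.211 to 19.9 ± 1.16 FPKM in CM (log2 fold change 3.43, adjusted p = 4.18e-19), by 2.67 in OI and by 1.76 in AI. Dusp6, the phosphatase of ERK, rose from 9.25 ± 1.52 to 61.0 ± 3.27 FPKM in CM (2.66), by 2.24 in OI and by 1.48 in AI. The ETS factor Etv4 rose by 2.54, 2.47 and 1.14 and Etv1 by 3.07, 3.54 and 2.11. The rise of Etv4 in AI was not called in 6 of 15 settings and was 0.46 with limma on log2 FPKM with 1 added. Of 33 measured genes of the ERK and FGF response, 18 rose and 1 fell in CM, 15 rose and 3 fell in OI, and 8 rose and 6 fell in AI, the same numbers when adjusted over the list alone (camera, adjusted p = 1.59e-29, 2.6e-20 and 0.0278, and 0.000138, 0.000722 and 0.263 with an estimated correlation). Epha4 fell in all 3 media, Egr2 and Fos in OI and AI, and Egr1, Egr3 and Hbegf in AI. Fgfr2 fell from 28.6 ± 0.862 to 6.24 ± 0.265 FPKM in CM (-2.25, adjusted p = 3.51e-19), from 38.3 ± 1.36 to 7.38 ± 0.405 in OI (-2.43) and from 56.0 ± 0.298 to 7.60 ± 0.359 in AI (-2.67). Fgfr3 fell by -2.17, -2.03 and -2.66. Fgfr1 was at 0.99 in CM (adjusted p = 3.94e-12, and 1.05 without CM replicate 3), 0.98 in OI (4.54e-12, and 1.04 without OI replicate 1) and -0.19 in AI (0.0118). Fgf9 itself had at most 25 reads and Fgfr4 at most 18 over the 3 libraries of a group, and neither was tested. Of 12 measured FGF receptors and ligands, 5 rose and 4 fell in CM, 4 rose and 3 fell in OI, and 3 rose and 3 fell in AI. Fgf10 rose in each medium, Fgf1, Fgf2 and Fgf23 in CM and OI, Klb in CM and AI and Fgf21 in AI, while Fgf18 fell in CM and OI, Fgf7 in AI and Fgf21 in CM (adjusted p of the list 0.4, 0.938 and 0.381). The 59 measured components of the MAPK pathway had 6 higher and 5 lower in CM (7 and 5 when adjusted over the list alone), 7 higher and 8 lower in OI, and 5 higher and 6 lower in AI (0.44, 0.384 and 0.859). The 57 components of PI3K and AKT signaling had 4 higher and 6 lower in CM, none higher and 5 lower in OI, and Vegfa higher and 11 lower in AI (0.898, 0.743 and 0.0122, and 0.338 in AI with an estimated correlation). Except where given, the same numbers passed when adjusted over the list alone. Growth factor Igf1 fell in each medium (-2.24, -2.55 and -1.84). By KEGG, DEGs of either direction were enriched in PI3K-Akt signaling in CM, OI and AI, with 75, 72 and 95 of 342 genes (Fisher's exact test, one-sided, adjusted p = 1.83e-10, 8.37e-08 and 9.52e-07). MAPK signaling held 53, 57 and 64 of 287 (1.26e-05, 1.42e-05 and 0.0184), Rap1 signaling 46, 45 and 56 of 214 (9.53e-07, 2.64e-05 and 0.00122) and Ras signaling 43, 44 and 49 of 216 (1.26e-05, 4.77e-05 and 0.0264). In PI3K-Akt signaling 30 genes were higher and 45 lower in CM, 26 and 46 in OI, and 35 and 60 in AI. In AI, 19 MAPK genes were higher and 45 lower, 9 Rap1 genes were higher and 47 lower, and 15 Ras genes were higher and 34 lower. Members of these KEGG pathways include FGF ligands, receptors, collagens and integrins, and enrichment of RNA levels carries no measure of phosphorylation.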

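WNT genes moved in both directions in CM and OI and mostly down in AI. The antagonists Dkk1 (5.86 in CM, 5.67 in OI) and Notum (3.79 and 4.10) and the target gene Axin2 (2.10 and 1.43) rose in both, and Lef1 rose by 2.16 and 2.18. The receptor genes Fzd8 (-2.70 and -2.02) and Lgr5 (-3.99 and -3.41) and the agonist Rspo2 (-2.37 and -3.44) fell. In AI, Rspo2 (-4.44), Sfrp1 (-3.34), Dkk3 (-2.12) and Axin2 (-1.29) fell, and Fzd4, Sfrp4 and Notum rose. Of 40 measured WNT ligands, receptors and targets, 10 rose and 15 fell in CM, 12 rose and 14 fell in OI, and 3 rose and 17 fell in AI (camera, adjusted p = 6.59e-06, 0.000249 and 1.43e-12, and 0.0583, 0.209 and 0.0041 with an estimated correlation). Of 47 measured genes of the TGF-beta and BMP pathway, 10 rose and 10 fell in CM, 10 rose and 11 fell in OI, and 3 rose and 16 fell in AI (adjusted p = 0.898, 0.43 and 1.5e-09, and 0.00545 in AI with an estimated correlation). Both lists had the same numbers when adjusted over the list alone. Bmp2 (4.45, 4.91 and 1.70) and Bmp7 (3.95, 4.27 and 1.83) rose in CM, OI and AI, Gdf6 rose by 4.70 in CM and 3.44 in OI, and Gdf10 rose in AI. Bmp4 (-2.97, -2.42 and -3.03) and Tgfb3 (-1.35, -1.79 and -3.22) fell, and the inhibitor follistatin (Fst) fell by -2.23 in AI. By KEGG, DEGs of either direction held 31 of the 145 Wnt genes in CM, 33 in OI and 28 in AI (Fisher's exact test, one-sided, adjusted p = 5.05e-05, 4.77e-05 and 0.265), and 21, 23 and 20 of the 82 TGF-beta genes (5.38e-05, 2.98e-05 and 0.0662). In AI, 24 Wnt genes were lower (0.00568) and 4 higher (0.996), and 17 TGF-beta genes were lower (0.00232) and 3 higher. With limma on log2 FPKM with 1 added, 3 WNT genes were higher in OI, and with quantile normalization 9 TGF-beta and BMP genes were lower in AI.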

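The response to FGF9 was most alike in CM and OI and differed most in AI. By the test of the difference itself, the FGF9 effect differed between OI and CM for 287 genes (88 higher and 199 lower in OI), between AI and CM for 2488 (998 higher and 1490 lower in AI) and between AI and OI for 2474 (1057 higher and 1417 lower in AI). Across the 17631 tested genes, the log2 fold changes had a Pearson's r of 0.774 between CM and OI, 0.420 between CM and AI and 0.452 between OI and AI, over genes that are not independent replicates. Of the DEGs, 3 went in opposite directions in CM and OI, where independence would give 109, 95 in CM and AI (151), and 90 in OI and AI (161). The ERK and FGF response was smaller in AI than in CM, with 16 of 33 members lower and 1 higher in AI by this test (camera, adjusted p = 0.00706 with an estimated correlation), and smaller than in OI, with 12 lower and 1 higher (0.0311). Fatty acid synthesis genes responded more in AI than in CM, with 8 of 21 higher and none lower (0.00706), and more than in OI, with 7 higher (0.0134). Mature adipocyte genes responded less in OI than in CM, with 7 of 32 lower (0.0192), and more in AI than in OI, with 12 higher and 1 lower (0.0475). Between AI and CM, the FGF9 effect was higher in AI for 8 of these genes and lower for 8 (0.265). Without FGF9, 15 of the 32 were higher in OI than in CM and none lower, so the ratios in OI start from higher levels. The FGF9 effect was lower in AI than in CM for 17 of 47 TGF-beta and BMP genes and higher for 3 (0.00706). Among osteoblast transcription factors it was lower for 8 of 16 and higher for 1 (0.0104). Among cell cycle genes the FGF9 effect was higher in AI than in CM for 23 of 35 and lower for none (0.0305), and higher in AI than in OI for 15 (0.051). The FGF9 effect on markers of other cells differed in the same comparisons. In this paragraph a lower effect is a lower log2 fold change, which for genes that fell means a deeper fall. The FGF9 effect on smooth muscle markers was lower in OI than in CM (4 of 15, median -0.85, 0.0146) and in AI than in CM (8 of 15 lower and 1 higher, 0.0275). Their median log2 fold changes with FGF9 were -1.75 in CM, -2.62 in OI and -2.42 in AI, and the endothelial medians were -0.24 in CM and -2.26 in AI. The effect on endothelial markers was lower in AI than in CM (10 of 15, 0.0275), and that on glucocorticoid targets was lower in OI than in CM (2 of 17, 0.0146). The effect on macrophage markers was lower for 11 of 22 in AI than in CM (0.265) and for 15 in AI than in OI (0.177), and higher for none. For stress and unfolded protein genes it was higher for 10 of 20 and lower for 1 in AI than in CM (0.068). Between AI and OI it was higher for 10 and lower for none (0.0727). These counts adjust over all tested genes. Among the KEGG pathways, the FGF9 effect on the TGF-beta pathway was lower in OI than in CM and lower again in AI than in OI (camera, adjusted p = 0.0364 and 0.034 with an estimated correlation). The TGF-beta and BMP list had an adjusted p of 0.151 between OI and CM and 0.027 between AI and OI in the same test. The FGF9 effect on Rap1 and Hippo signaling of KEGG was lower in AI than in CM (0.0364 for both) and than in OI (0.0364 for both). The shorter list of Hippo components had 0.265 and 0.342. Against CM and OI, the effect in AI was also lower on Ras signaling (0.0364 and 0.0381) and cytokine-cytokine receptor interaction (0.034 and 0.0364). The same held for Hippo signaling of multiple species (0.0364 and 0.0364), while MAPK signaling had 0.0666 and 0.0864. For Wnt signaling the values were 0.127 between AI and CM and 0.107 between AI and OI, and for the WNT list 0.0956 and 0.051, against 0.00795 and 0.00361 for Wnt signaling at the preset correlation.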

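Of the PI3K-Akt genes, 58 were DEGs in both CM and OI and 45 in both AI and OI. Thbs1, a matrix glycoprotein, fell by -2.09 in CM, -3.37 in OI and -4.34 in AI, and Tnn by -4.73, -4.67 and -6.67. The integrin Itga1 fell by -2.36, -2.36 and -1.89, and Irs1, an adaptor of the insulin receptor, fell by -1.13 in CM and -1.52 in AI. The cyclin Ccnd1 rose by 1.30 in CM, the growth factor Vegfa by 1.18 in AI and the receptor Pdgfra by 1.01 in CM. Comparing AI with OI, 50 of the 342 genes were called in AI alone and 27 in OI alone (exact McNemar test, p = 0.0117, adjusted p = 0.161 over 42 comparisons of pathways). Comparing CM with OI, 17 were called in CM alone and 14 in OI alone (exact McNemar test, p = 0.72, adjusted p = 1). The McNemar test takes no account of the total number of DEGs, which was larger in AI (2818) than in OI (2036). Tested on fold changes, the FGF9 effect on the pathway had a camera adjusted p of 0.364 between AI and OI (37 genes higher and 51 lower in AI) and 0.455 between OI and CM (4 higher and 7 lower in OI).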

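In all 3 media FGF9 raised 290 genes and lowered 361, where independent responses would share 3.54 and 5.14 genes. Between CM and OI, 639 genes rose in both (53.1 by independence) and 652 fell in both (55.2). Between CM and AI, 344 rose (64.5) and 454 fell (84.8), and between OI and AI, 353 rose (64.3) and 499 fell (99.8). The largest rises common to CM, OI and AI were in Ace, Mmp3, an enzyme that degrades matrix (4.44 in CM), Tslp (4.06 in OI), Ccdc3 (4.79 in CM and 3.86 in OI), Itih2, which binds hyaluronan-rich matrix (3.31, 3.15 and 3.35), and Spp1, the gene of osteopontin. The largest common falls were in Megf6 (-6.98 in AI), Matn4 (-5.33 in OI), the carboxypeptidase-like Cpxm2 (-4.69, -4.85 and -5.57), tenascin N (Tnn), tenomodulin (Tnmd), a marker of tendon cells (-4.62, -4.96 and -4.69), and the WNT modulator Sfrp2 (-4.64 in OI). Among them, 20 of the 58 matrix organization genes were lower in all 3 media, including Col1a1, Col3a1, Lox, Postn and Tnc, and Spon2 was higher. Mature adipocyte genes higher in all 3 were Adig, Adrb3, Fabp4, Gpd1, Lgals12 and Retn. Of the ERK and FGF response, Dusp4, Dusp6, Etv1, Etv4, Hmga2, Spred3, Spry1 and Spry4 were higher in all 3. A gene counted here was a DEG by edgeR in each medium in 1 direction. Called in 1 medium alone were 276 higher and 164 lower genes in CM, 264 and 280 in OI, and 767 and 1052 in AI.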

To further discover the co-active pathways between CM, OI, and AI conditions, we intersected the up-regulated or down-regulated DEGs in each condition, resulting in a total of 250 co-up-regulated genes and 340 co-down-regulated genes (Figure 7D and E). Then, we performed KEGG analysis on the 590 co-regulated DEGs and unveiled the top 10 significant pathways associated with Environmental Information Processing. These pathways include ECM-receptor interaction, PI3K-Akt signaling pathway, MAPK signaling pathway, TGF-beta signaling pathway, Rap1 signaling pathway, Cytokine-cytokine receptor interaction, Calcium signaling pathway, Ras signaling pathway, Hippo signaling pathway, and Wnt signaling pathway (Figure 7F). 

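The genes that rose or fell in all 3 media were enriched in matrix and receptor pathways. ECM-receptor interaction held 22 of its 86 genes, 7 higher and 15 lower (Fisher's exact test, one-sided, adjusted p = 2.31e-12). Col1a1, Thbs1 and Tnc are among the lower ones and Spp1 among the higher ones. PI3K-Akt signaling held 37 of 342 (8.79e-09), 11 higher and 26 lower. Hippo signaling held 14 of 156 (0.00293), TGF-beta signaling 9 of 82 (0.00414), MAPK signaling 23 of 287 (0.00073), cytokine-cytokine receptor interaction 18 of 178 (0.000325), Rap1 signaling 18 of 214 (0.00162), Ras signaling 17 of 216 (0.00353), calcium signaling 15 of 196 (0.00665) and Wnt signaling 11 of 145 (0.0198). Of the other 4 pathways tested, neuroactive ligand-receptor interaction held 15 of 143 (0.000657), cAMP signaling 11 of 178 (0.0667), TNF signaling 4 of 118 (0.622) and Hippo signaling of multiple species 2 of 27 (0.275). Of 24 measured targets of YAP and TEAD, the transcription factors at the end of the Hippo pathway, 6 fell in CM, 9 in OI and 10 in AI, and Nt5e rose in OI and AI. Ccn2, one such target, fell by -1.78, -1.97 and -4.44 in CM, OI and AI, and Ankrd1 by -1.82 in CM and -2.30 in OI. Camera gave the list an adjusted p of 0.0093, 0.000148 and 3.41e-11 (0.423, 0.251 and 0.0163 with an estimated correlation). Yap1 was at 0.23, 0.15 and -0.09 (adjusted p = 0.000646, 0.0175 and 0.144), and its paralog Wwtr1 (TAZ) rose by 1.13 in CM and 1.04 in OI. Of 28 components of the Hippo pathway, 5 fell and 2 rose in CM, 4 fell and 2 rose in OI, and 8 fell and 2 rose in AI (adjusted p = 0.0624, 0.0197 and 5.17e-06, and 0.535 and 0.0993 in OI and AI with an estimated correlation). Vgll3 fell in each medium (-1.62, -1.85 and -3.73) and the cadherin Fat4 by -2.12 in CM and -3.02 in AI. Both lists had the same numbers when adjusted over the list alone. The Hippo components higher in AI were Tead4, at a log2 fold change of 1.00, and Rassf6 (2.02), and this count changed in 13 of 15 settings, down to 0 with limma on log2 FPKM with 0.1 added, and was 1 in 13 of 18 runs that left out a sample. Without CM replicate 3, the adjusted p of the Hippo components in CM was 0.0162.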

Notably, these signaling pathways have been demonstrated to be associated with adipose differentiation and bone formation.

### *Fgf9* inhibits osteogenesis via MEK/ERK pathway and promotes adipogenesis via PI3K/AKT/Hippo pathway

Our research has found that *Fgf9* is closely associated with the FGFR signaling, TGF-beta, Hippo, and Wnt signaling pathways. To investigate the effect of FGF9 on the osteogenic and adipogenic differentiation of BMSCs, we used specific inhibitors for each of these signaling pathways. BMSCs were cultured in OI or AI medium containing 20 ng/ml FGF9, along with the indicated inhibitors (Table S1). Under adipogenic induction, inhibitors of FGFRs (BGJ398), PI3K (BEZ235), AKT (MK-2206) and Hippo (XMU-MP-1) markedly reversed the promoting effect of FGF9 on adipogenesis, while other inhibitors had little effect (Figure 8A; Figure S8A). Moreover, under osteogenic induction, ALP staining showed that only FGFR (BGJ398) and MEK (U0126) inhibitors significantly rescued the inhibitory effect of FGF9 on osteogenesis, and other inhibitors had no effect (Figure 8B; Figure S8B). In order to further clarify the role of FGF9 in regulating BMSCs differentiation through which FGFR, we initially examined the expression levels of *Fgfr1-4* in BMSCs using qRT-PCR. The results showed that *Fgfr1* and *Fgfr2* were predominantly expressed in BMSCs (Figure S8C). Interestingly, upon stimulation with FGF9, there was a significant increase in the mRNA expression level of *Fgfr1*, whereas the expression level of *Fgfr2* notably decreased (Figure S8D), suggesting that *Fgfr1* may play a more important role in FGF9-regulated BMSCs differentiation. Subsequently, we treated BMSCs with specific inhibitors of FGFR1 and FGFR2 during the differentiation processes towards osteogenesis and adipogenesis with 20ng/ml FGF9, respectively 49-51. The results demonstrated that FGFR1 inhibitors (PD166866 and PD173074) significantly inhibited the effects of FGF9 on promoting adipogenesis and inhibiting osteogenesis, while the specific inhibitor of FGFR2 (RPT835) had almost no effect (Figure 8C and D; Figure S8E and F). These findings indicate that FGF9 primarily regulates BMSCs differentiation through FGFR1.

To further elucidate the downstream signaling pathways activated by FGF9, western blotting analysis revealed that FGF9 stimulation increased p-AKT and p-YAP1 in BMSCs under adipogenesis induction, and enhanced p-ERK and p-YAP1 levels in osteogenic conditions (Figure 8E; Figure S9A and B). Considering the important role of FGF9 in early fate decisions, we stimulated BMSCs with 10 and 20 ng/ml FGF9 under culture conditions. The stimulation of FGF9 enhanced the phosphorylation levels of ERK, AKT, and YAP1 (Figure 8F; Figure S9C). To further evaluate the effects of FGF9 and specific inhibitors on osteogenesis and adipogenesis, we analyzed the expression levels of adipogenic and osteogenic genes in BMSCs under culture conditions. BGJ398, PD166866, PD173074, BEZ235, MK-2206, and XMU-MP-1 inhibitors markedly reversed the promoting effect of FGF9 on the mRNA levels of *Cebpa*, *Pparg*, and *Adipoq* (Figure 8H-J; Figure S8H-J), and BGJ398, PD166866, PD173074 and U0126 inhibitors significantly rescued the inhibitory effect of FGF9 on *Dlx5*, *Alpl*, and *Col1a1* (Figure 8K-M; Figure S8K-M). These results demonstrated that *Fgf9* inhibits osteogenesis mainly via the MEK/ERK pathway and facilitates adipogenesis via the PI3K/AKT and Hippo pathways.

Hippo signaling is an evolutionarily conserved pathway that controls cell proliferation, differentiation, apoptosis, and stem cell self-renewal 52. Research has indicated that the RTK signaling regulates the Hippo pathway indirectly through downstream effectors such as PI3A/AKT and MAPK in tumor cells 53. The BMSCs differentiation experiment revealed that the inhibitor of the Hippo pathway, XMU-MP-1, has a specific effect only under the AI conditions. On the other hand, FGF9 primarily activates the PI3K/AKT signaling pathway under AI conditions. Based on these findings, we have developed a hypothesis that PI3A/AKT may work as an upstream regulator of the Hippo pathway. Thus, we stimulated BMSCs with a brief exposure of 20 ng/ml FGF9 for different durations (0, 5 min, 10 min, and 30 min), revealing a rapid increase of p-AKT and p-ERK at 5 minutes (Figure S8G; Figure S9D). However, the p-ERK started to decline after 10 minutes of stimulation (Figure S8G; Figure S9D). Interestingly, the phosphorylation of YAP1 exhibited a noteworthy escalation at 10 minutes, which occurred after the phosphorylation of AKT (Figure S8G; Figure S9D). To further validate this hypothesis, we pre-treated BMSCs with inhibitors of the PI3K/AKT signaling pathway (BEZ235, MK-2206) for 10 hours, followed by a 10-minute stimulation with 20 ng/ml FGF9. Western blotting results revealed that PI3K (BEZ235) and AKT (MK-2206) inhibitor attenuated the FGF9-induced phosphorylation of YAP1, which aligned with the effects observed with the Hippo pathway inhibitor (XMU-MP-1) (Figure 8G; Figure S9E).

In summary, these findings demonstrate that FGF9 suppresses the osteogenic differentiation and mineralization of BMSCs via FGFR1 by activating the MEK/ERK signaling pathway and promotes adipogenesis by activating the PI3K/AKT/Hippo signaling pathway.

## Discussion

In this study, we identified *Fgf9* as a bone marrow microenvironment growth factor that regulated the balance between bone and adipose tissue in adult bone. Using *Fgf9* loss-of-function mutation in mice, the formation of BMAT was notably diminished in both adult mice and mice induced with ovariectomy while concurrently promoting substantial bone formation. This regulatory impact was accompanied by a modification in the differentiation potential of BMSCs, shifting from osteogenesis to adipogenesis upon stimulation by FGF9, especially during the cell commitment stage of BMSCs differentiation. FGF9 stimulation significantly inhibited osteogenic gene expression and promoted adipogenic gene expression, regardless of the differentiaiton status of BMSCs. Mechanistic investigations revealed that FGF9 repressed the osteogenesis of BMSCs by activating the MEK/ERK signaling pathway and promoted adipogenesis by activating the PI3K/AKT/Hippo signaling pathway.

FGF9 is a pivotal cytokine regulating skeletal development but has a critical negative regulatory role in maintaining adult bone homeostasis. During bone development, *Fgf9* promotes bone formation by promoting cell proliferation and vascularization. *Fgf9^-/-^* mice exhibit reduced blood vessel formation in long bones, leading to delayed mineralization center formation and ultimately resulting in shortened skeletal segments 31. Fakhry *et al.* highlight that FGF9 stimulates the proliferation of osteoblasts derived from cranial bones 40. Furthermore, overexpressing *Fgf9* in cranial mesenchymal cells significantly facilitates the proliferation of mesenchymal cells 54. Behr *et al.* prove that *Fgf9* is indispensable for bone repair by enhancing bone formation and vascularization 55. Several *in vitro* studies also demonstrate that *Fgf9* promotes the proliferation of mesenchymal stem cells from bone marrow or other tissues 40, 41, 56, 57. However, unlike the rapid cell proliferation, differentiation, and morphogenesis observed during development or injury repair in the skeleton, mesenchymal stem cells in the adult bone exist in a low-proliferation state and sustain an appropriate differentiation status, which is crucial for maintaining the bone homeostasis 1. Numerous studies across different species have revealed that FGF9 inhibits mesenchymal stem cell/osteoprogenitor cell differentiation and mineralization. Lu J. *et al.* demonstrate that continuously stimulating cells with FGF9 protein inhibits osteogenesis and extracellular mineralization in BMSCs, DPSCs, and calvaria-derived mesenchymal cells 39, 41. Similarly, Fakhry *et al.* reveal that continuous treatment of osteoblasts with FGF9 suppresses osteogenesis and mineralization 40. In our previous research, we have reported the inhibitory effect of *Fgf9* on osteogenic differentiation and promotion of osteoclast differentiation and bone resorption, thereby exerting a negative regulatory role on bone density 38. This study further revealed the capability of *Fgf9* to induce a transformation of the cell fate of BMSCs from osteoblast to adipocyte, promoting the formation of BMAT and inhibiting bone formation. Interestingly, the effects of *Fgf9* on bone homeostasis are in line with the pathological manifestation characterized by a reduction in bone formation and an increased accumulation of BMAT in senile osteoporosis 58. The expression level of *Fgf9* was alleviated in the aged and OVX-induce bone and fibroblasts. These observations led us to speculate that *Fgf9*, as a negative regulator of bone homeostasis, may play a crucial role in the development of senile osteoporosis. To investigate this further, it is necessary to study the *in vivo* regulatory roles of *Fgf9* in adult bone using *Fgf9*-inducible conditional overexpression or knockout mouse models. More importantly, it is necessary to confirm the expression levels of *FGF9* in correlation with the progression of osteoporosis in clinical studies involving elderly individuals and patients with senile osteoporosis.

BMSCs with self-renewability and multipotency are thought to give rise to bone marrow preadipocyte-like and osteoprogenitor cells and differentiate into terminal osteoblasts or adipocytes 17, 59. This complex process of BMSCs fate determination is tightly controlled via several secreted cytokines and transcription factors, possibly in a sequential cascade 60. Our research indicates that the impact of *Fgf9* on BMSCs differentiation primarily occurs during the fate determination stage. However, increasing evidence suggests that BMSCs are a heterogeneous cell population of stem cells with different differentiation potentials 8, 61. Ambrosi *et al.* identify osteogenic progenitor cells (OPCs) capable of osteoblastic/chondrogenic differentiation, adipogenic progenitor cells (APCs) capable of adipogenic differentiation, and tri-lineage progenitor cells (TPCs) within BMSCs 8. Moreover, single-cell transcriptomic studies have further subdivided the BMSCs population into more refined and diverse subpopulations 25, 26, 62, 63. Thus, the regulation of FGF9 on BMSCs differentiation may not only influence the lineage commitment of the entire cell population but also change the proportions of different fate-determined subpopulations. For instance, FGF9 might exhibit differential effects on the proliferation of distinct subgroups of stem cells since the *Fgfrs* expression patterns are cell type-dependent 64. It is crucial to employ techniques such as single-cell RNA sequencing and lineage tracing to elucidate the underlying mechanisms for detailed investigation.

The binding of FGF9 to FGFR leads to receptor dimerization, resulting in reciprocal phosphorylation of the intracellular domain of FGFR and activation of downstream signaling pathways, including MAPK, PI3K/AKT, and PLCγ 19. Our findings indicate that FGF9 activates different signaling pathways to regulate BMSCs differentiation under different conditions via FGFR1. This suggests that BMSCs exhibit distinct responses to FGF9 stimulation in various environmental conditions or differentiation states, and the molecular mechanisms are not yet fully understood. One possible explanation is that BMSCs express different FGFRs in different statuses. *Fgfr1* and *Fgfr2* are the two major receptors predominantly expressed in BMSCs, and their expression profiles may vary across different stages of cell differentiation. For instance, previous studies have shown that *Fgfr1* is mainly expressed in osteoprogenitor cells, while *Fgfr2* is primarily expressed in mature osteoblasts 40. The mRNA expression of *Fgfr1* and *Fgfr2* in mesenchymal stem cells (MSCs) increased during adipocyte differentiation and osteoblast differentiation, respectively 65. Our previous research revealed that *Fgfr1* is upregulated while *Fgfr2* is downregulated in response to FGF9 stimulation in BMSCs 38. Besides, *Fgfr1* and *Fgfr2* play distinct roles in regulating the osteogenic and adipogenic differentiation of BMSCs. *Fgfr1* is primarily thought to facilitate the proliferation of MSCs 66, and its role in osteogenesis is controversial in the current literature. *Fgfr1* is a negative regulator of long bone growth, lacking *Fgfr1* in adult mice shows increased bone mass 64. However, deletion of *Fgfr1* led to delayed osteogenic differentiation in osteoprogenitor cells and accelerated osteogenesis in differentiated osteoblasts 67. On the other hand, some studies demonstrate that *Fgfr1* promotes adipogenic differentiation of adipose-derived stem cells (ASCs) and MSCs 65, 68. *Fgfr2* has been shown to positively regulate bone formation and promote osteogenic differentiation of MSCs 69, 70. Meanwhile, some researchers propose that *Fgfr2* inhibits adipose differentiation in MSCs and is pivotal in mediating the bone fat balance 71, 72. Thus, the disparity in expression and functional distinctions of *Fgfr1* and *Fgfr2* within BMSCs is one of the reasons behind the activation of distinct signaling pathways by FGF9 under adipogenic and osteogenic induction conditions. Another potential reason is that BMSCs exhibit different intracellular signaling backgrounds under different conditions. Even if FGF9 activates the same receptor, the crosstalk between FGFR and other signaling may contribute to preferences in activating specific signaling pathways under different conditions. In the future, it will be necessary to use *Fgfr1* and *Fgfr2* gene knockout or mutant mouse models to explore this phenomenon.

In summary, this study demonstrates that *Fgf9* plays a critical role in BMSCs fate decisions by facilitating adipogenesis and inhibiting osteogenesis. Our results indicate that *Fgf9* is involved in bone-fat imbalance of osteoporosis, which may be a new therapeutic strategy for patients with osteoporosis.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
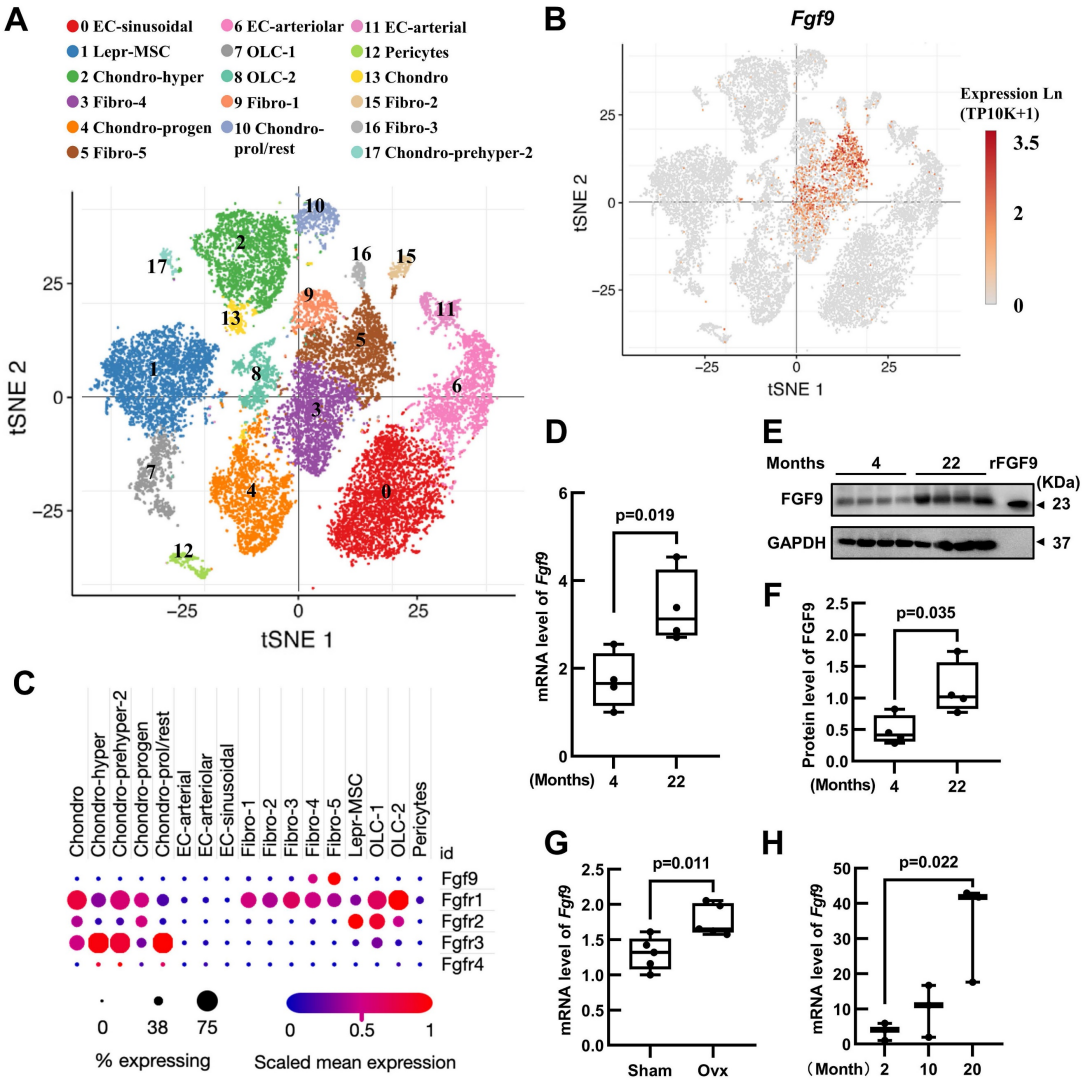
***Fgf9* is expressed in the bone marrow niche and upregulated with aging and OVX. (A)** UMAP visualization of seventeen bone marrow stroma cell clusters. **(B)** Distribution of *Fgf9* in bone marrow stroma cell clusters. **(C)** Expression of *Fgf9* and *Fgfrs* in seventeen clusters of bone marrow stroma cells. The size of dots represents the percentage of expression; red and blue represent the level of scaled mean expression. **(D)** Relative mRNA levels of *Fgf9* in tibiae of young (4-month-old) and aged (22-month-old) mice, n = 4 in each group. **(E, F)** Protein levels of FGF9 in femurs of young (4-month-old) and aged (22-month-old) mice were detected by immunoblotting (E) and were quantitatively analyzed (F), n = 4 in each group. Recombinant FGF9 protein (rFGF9) as the positive control. **(G)** Relative mRNA levels of *Fgf9* in tibiae of Sham-wt and OVX-wt mice (4-month-old), n = 5 in each group. **(H)** Relative mRNA levels of *Fgf9* in fibroblast-like cells of young (2-month-old), middle (10-month-old), and aged (20-month-old) mice, n = 3 in each group. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range).

**Figure 2:**
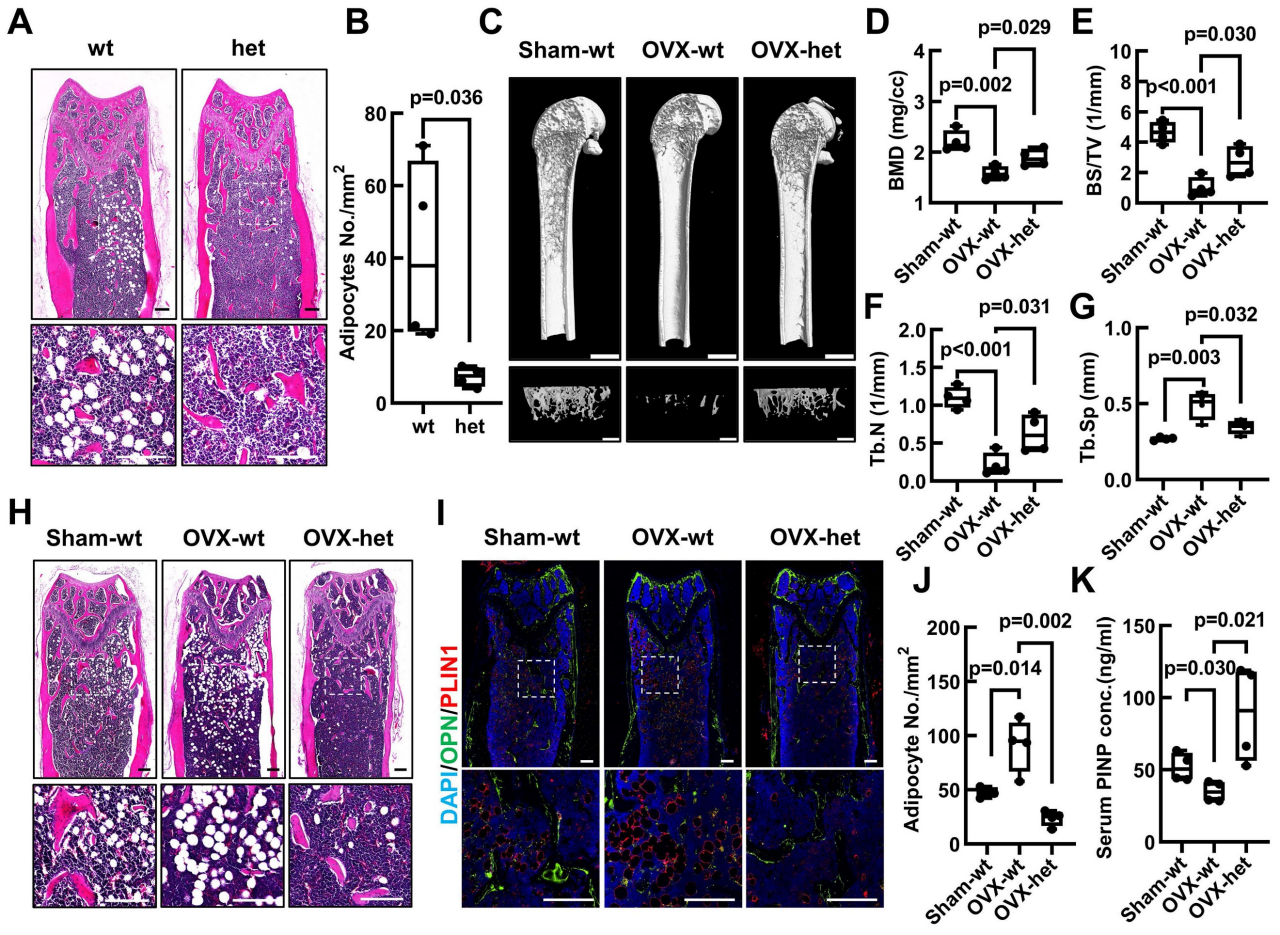
***Fgf9^S99N^* mutation mitigates bone-fat imbalance in OVX-induced osteoporosis. (A)** H&E staining of longitudinal section of femurs from 4-month-old male wild-type (wt) and heterozygous (het) mice.** (B)** Statistical analysis of femur adipocyte number in 4-month-old wt and het mice.** (C)** 8-week-old female wt and het mice underwent sham surgery and ovariectomy, and their femurs were assessed using micro-CT scanning after 8 weeks. The representative figures illustrate the 3D reconstructed structures, the sagittal section of the femur (scale bars = 2 mm) and the trabecular bone of the metaphyseal region (scale bars = 1 mm).** (D-G)** Bone mineral density (BMD), Bone surface density (BS/TV), Trabecular number (Tb.N), and Trabecular separation (Tb.Sp) of trabecular bone of Sham-wt, OVX-wt, and OVX-het mice were determined by micro-CT analysis.** (H)** Representative images of H&E staining in left femurs of Sham-wt, OVX-wt, and OVX-het mice.** (I)** Immunofluorescence staining of Osteopontin and Perilipin A in femurs of Sham-wt, OVX-wt, and OVX-het mice.** (J)** Statistical analysis of adipocyte number in femurs of Sham-wt, OVX-wt, and OVX-het mice.** (K)** Quantification analysis of serum PINP level in Sham-wt, OVX-wt, and OVX-het mice by ELISA. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range), n = 4 mice in each group. In (A), (H), and (I), the dashed box indicates the area of local magnification (below), and the scale bars represent 200 μm.

**Figure 3:**
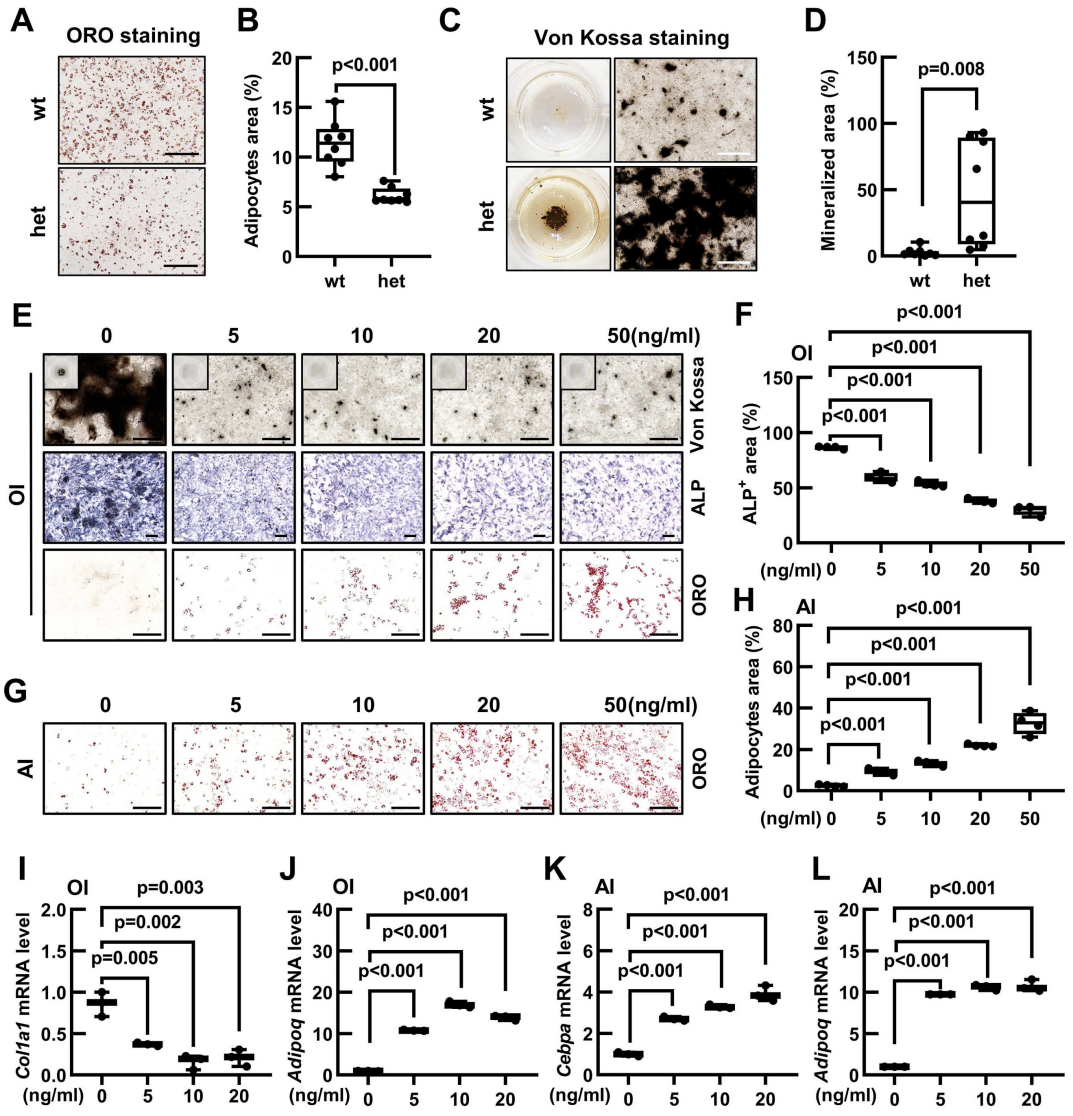
***Fgf9* inhibits osteoblastic differentiation and promotes adipogenic differentiation of BMSCs *in vitro*. (A-B)** Oil Red O (ORO) staining (A) and quantification analysis (B) showed the differentiated adipocytes in BMSCs from 20-month-old wt and het mice with adipogenic induction (AI) medium for 6 days. n = 8 mice in each group.** (C-D)** Von Kossa staining (C) and quantification analysis (D) showed the mineralized ECM generated by BMSCs from 20-month-old wt and het mice in osteogenic induced (OI) medium for 9 days. n = 8 mice in each group.** (E)** ALP, Von Kossa, and ORO staining of BMSCs under OI conditions with different concentrations of FGF9 stimulation (0, 5, 10, 20, and 50 ng/ml) for 9 days.** (F)** Quantification measurement of ALP-positive area percentage from (E), n = 4 independent experiments with biological replicates.** (G)** ORO staining of BMSCs under AI conditions with different concentrations of FGF9 stimulation (0, 5, 10, 20, and 50 ng/ml) for 6 days.** (H)** Quantification measurement of adipocyte area percentage from (G), n = 4 independent experiments with biological replicates.** (I-L)** BMSCs were cultured with different concentrations of FGF9 (0, 5, 10, and 20 ng/ml), and mRNA expression was detected by qRT-PCR. Relative mRNA levels of *Col1a1* (I) and *Adipoq* (J) in OI condition, and relative mRNA levels of *Cebpa* (K) and *Adipoq* (L) in AI condition, n = 3 biological replicates over three independent experiments. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range). The BMSCs in (E-L) derived from 1-month-old wild-type mice. Scale bars represent 200 μm.

**Figure 4:**
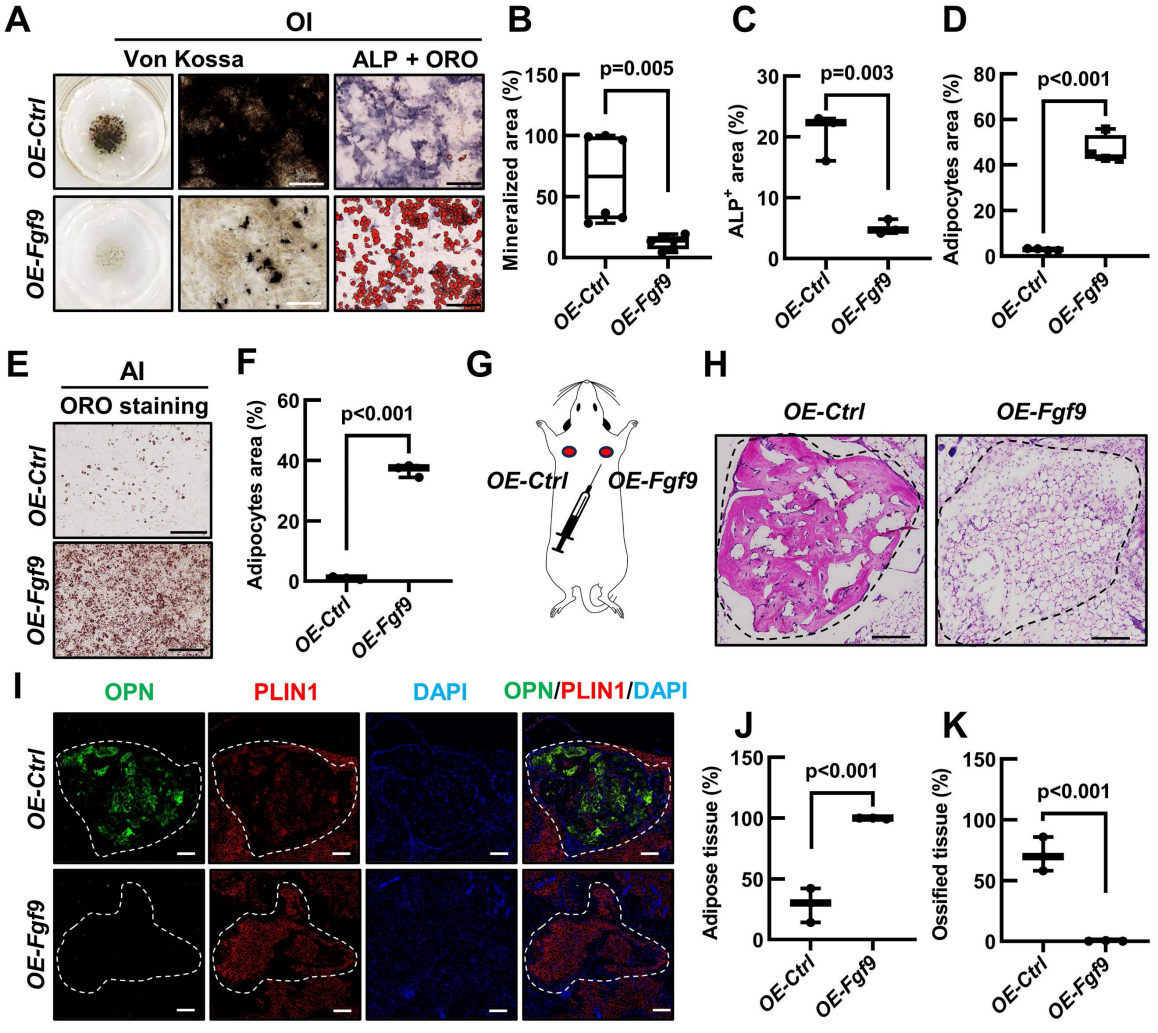
***Fgf9* controls osteogenic/adipogenic differentiation of BMSCs *in vivo*. (A)** *Fgf9* stable overexpressed (*OE-Fgf9*) and control (*OE-Ctrl*) BMSCs were differentiated with OI medium for 9 days. Von Kossa, ALP, ORO staining were performed.** (B-D)** Quantitative analysis of mineralization (B), ALP activity (C) and adipocytes area (D) from A. n ≥ 3 independent experiments with biological replicates**. (E-F)** ORO staining (E) and quantitative analysis (F) showed that *Fgf9* overexpression promoted BMSCs adipogenic differentiation under AI conditions for 6 days. n = 3 independent experiments with biological replicates. **(G)** A schematic diagram of subcutaneous injection of 5×10^5^* OE-Ctrl* and 5×10^5^ *OE-Fgf9* BMSCs into nude mice.** (H)** H&E staining images of *OE-Ctrl* and *OE-Fgf9* BMSCs implants after 5 weeks of injection.** (I)** Immunofluorescence staining of Osteopontin (OPN) and Perilipin A (PLIN1) in *OE-Ctrl* and *OE-Fgf9* BMSCs implants.** (J-K)** Statistical analysis of adipose tissue and ossified tissue percentages, n = 3 mice. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range). Scale bars represent 200 μm.

**Figure 5:**
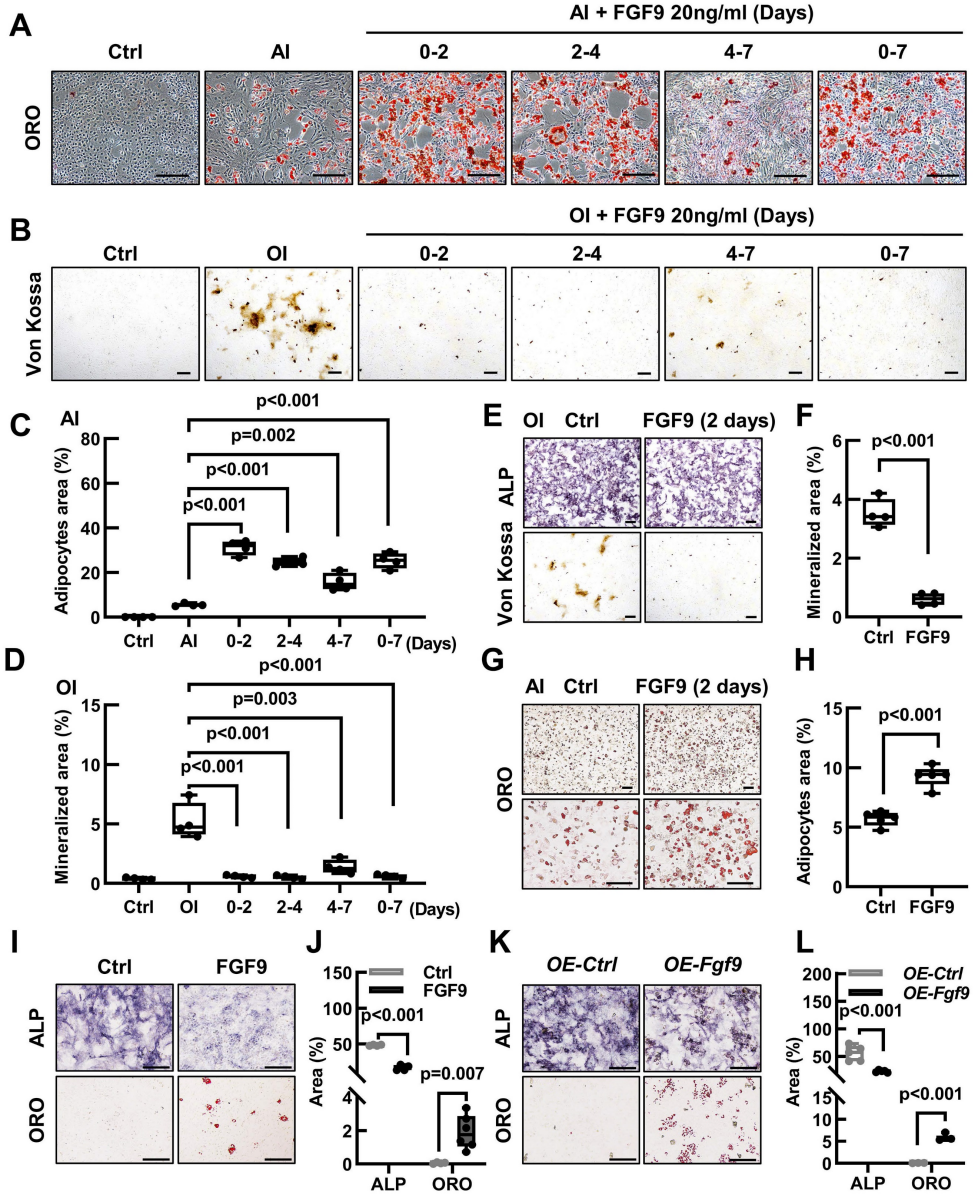
** FGF9 alters the osteogenic and adipogenic cell fate of BMSCs in the early stage of differentiation. (A)** BMSCs were cultured in an AI medium with 20 ng/ml recombinant FGF9 for the indicated periods. On day 7, ORO staining showed the adipocytes.** (B)** BMSCs were cultured in an OI medium with 20 ng/ml recombinant FGF9 for the indicated periods. On day 7, Von Kossa staining showed the mineralized ECM. Ctrl groups were maintained in the culture medium (CM).** (C-D)** Quantification measurement of adipocyte area percentage from (A) and mineralization area percentage from (B).** (E-H)** BMSCs were prior stimulated with FGF9 in the culture medium for 2 days, then differentiated with OI (E) and AI (G) medium. ALP, Von Kossa staining (E), and quantification analysis (F) indicated the osteogenic differentiation potential. ORO staining (G) and quantification analysis (H) indicated the adipogenic differentiation potential.** (I-J)** BMSCs were cultured in a culture medium for 9 days with or without 20 ng/ml FGF9. ALP and ORO staining (I) were performed and quantitatively analyzed (J).** (K-L)** *OE-Fgf9* and *OE-Ctrl* BMSCs were cultured in a culture medium for 9 days. ALP, ORO staining (K), and quantification analysis (L) were used to detect the spontaneous differentiation. n ≥ 3 independent experiments with biological replicates**.** Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range). Scale bars represent 200 μm.

**Figure 6:**
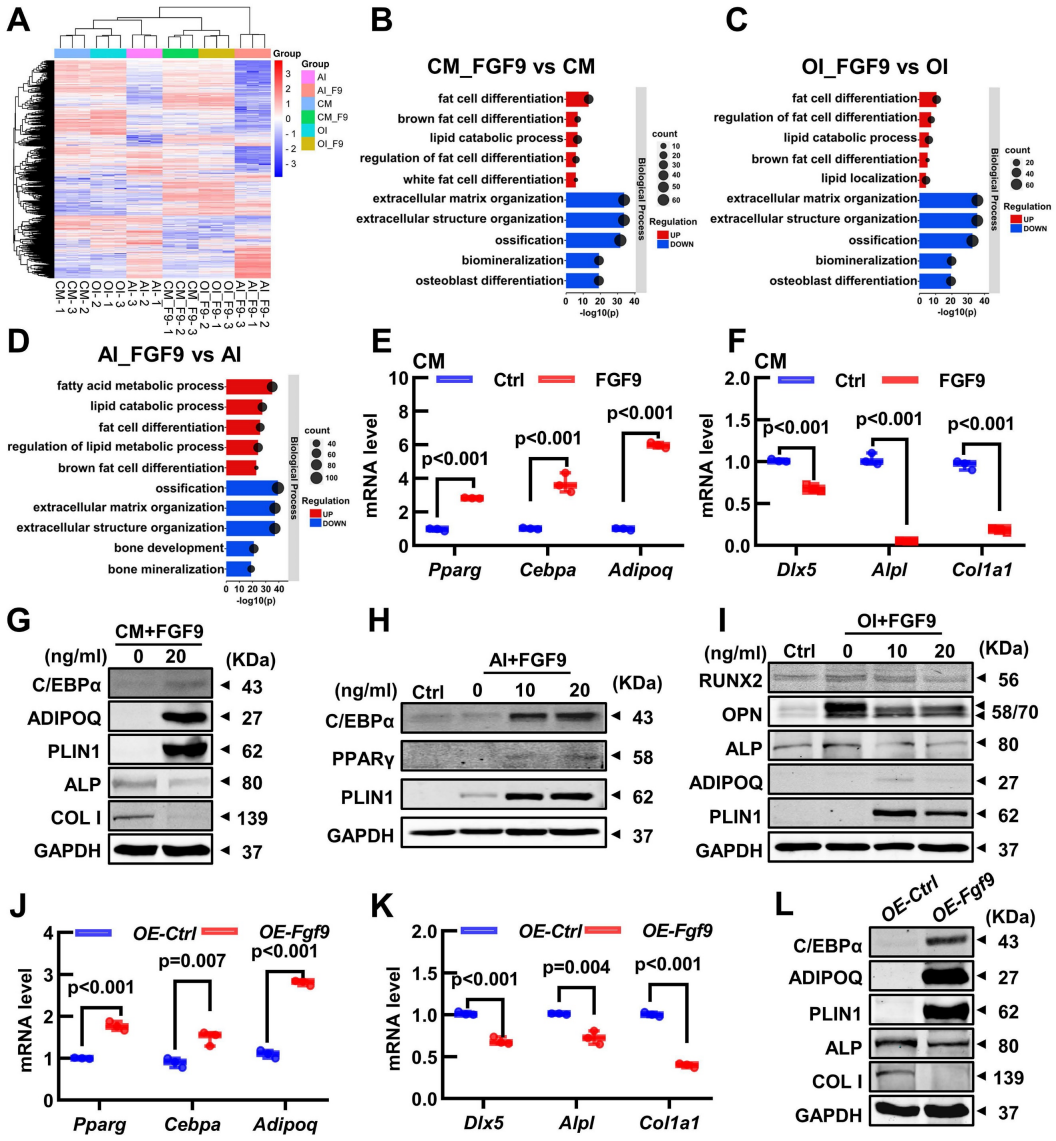
** FGF9 regulates BMSCs cell fate via changing the expression of osteoblastic and adipogenic genes. (A)** The heatmap of differentially expressed genes (DEGs) from 3 independent RNA-seq analyses in BMSCs with CM, OI, and AI conditions with/without 20 ng/ml FGF9 stimulation for 4 days.** (B-D)** Gene Ontology (GO) classification of DEGs from CM (B), OI (C), and AI (D) conditions. The adipogenesis and osteogenesis related terms were presented.** (E-F)** Relative mRNA level of adipogenic genes (*Pparg*, *Cebpa*, *Adipoq*) and osteogenic genes (*Dlx5*, *Alpl*, *Col1a1*) in BMSCs with FGF9 stimulation for 4 days in CM.** (G-I)** Protein levels of adipogenic genes (C/EBPα, PPARγ, ADIPOQ, PLIN1) and osteogenic genes (ALP, COL1, RUNX2, OPN) were detected by immunoblotting in BMSCs under CM (G), AI (H) and OI (I) conditions with/without FGF9 stimulation.** (J-K)** Relative mRNA level of *Pparg*, *Cebpa*, *Adipoq* (J), and *Dlx5*, *Alpl*, and *Col1a1* (K) in *OE-Ctrl* and *OE-Fgf9* BMSCs.** (L)** Protein levels of C/EBPα, ADIPOQ, PLIN1, ALP, and COL1 in *OE-Ctrl* and *OE-Fgf9* BMSCs were detected by immunoblotting. n = 3 biological replicates over three independent experiments. DEGs are defined as |Log_2_FC|≥1 and adjusted P-value≤0.05, corrected P-value of GO terms < 0.05. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range).

**Figure 7:**
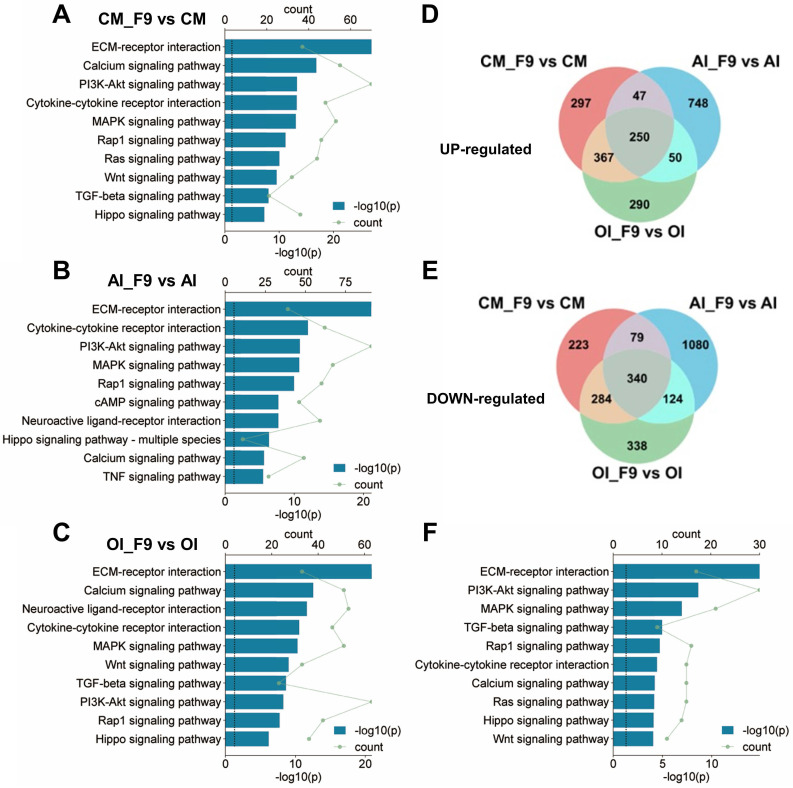
** FGF9 stimulation activates multiple signaling pathways in BMSCs. (A-C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment of DEGs from CM (A), AI (B), and OI (C) groups. Bar diagrams showed the top 10 significant pathways for Environmental Information Processing.** (D-E)** Venn diagram revealed 250 co-up-regulated genes (D) and 340 co-down-regulated genes (E) in three compared groups of BMSCs.** (F)** KEGG enrichment of 590 co-regulated DEGs from D and E, and listed the top 10 significant pathways for Environmental Information Processing. DEGs are defined as |Log_2_FC|≥1 and adjusted P-value≤0.05, corrected P-value of pathways < 0.05.

**Figure 8:**
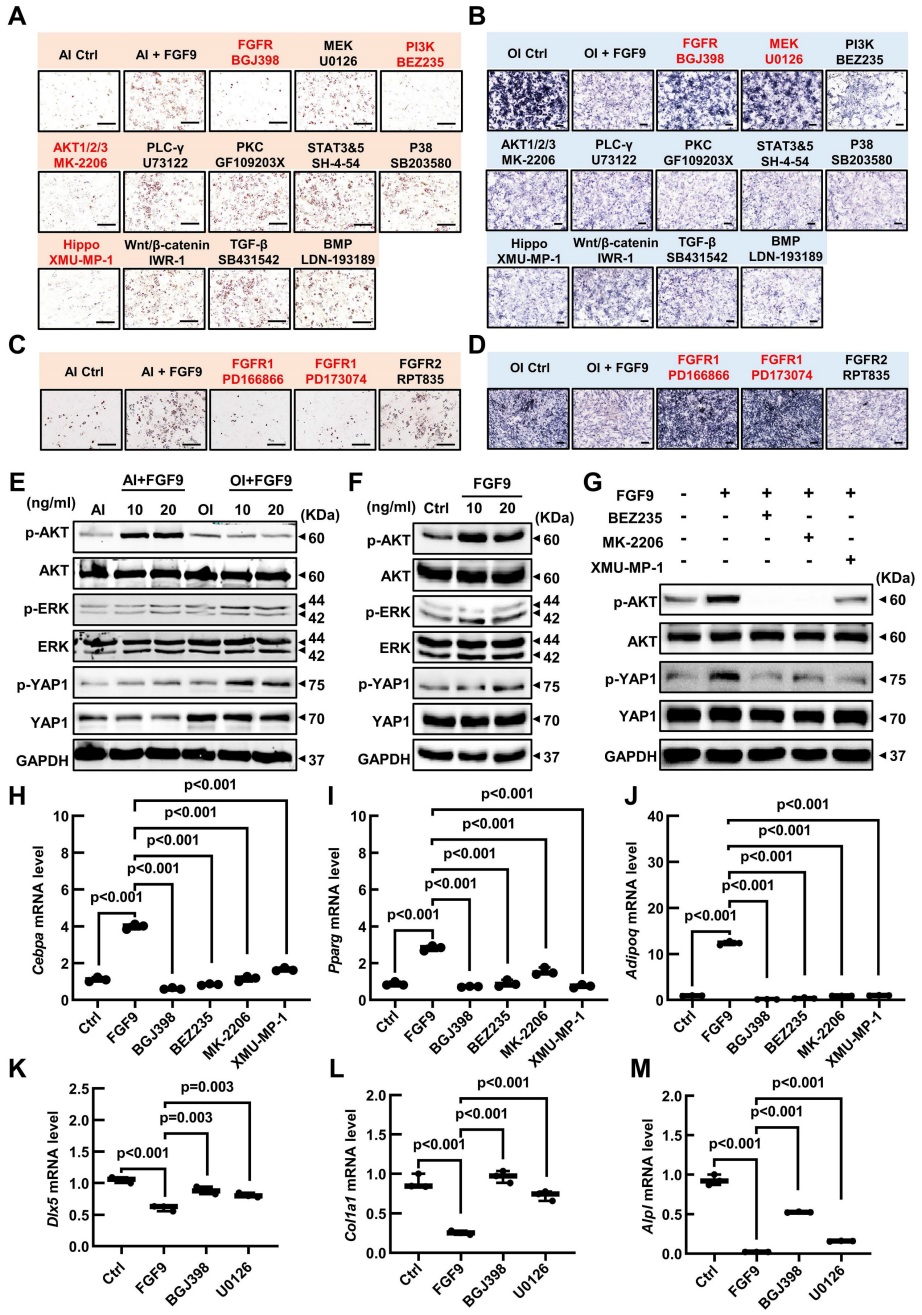
** FGF9 regulates BMSCs osteogenic/adipogenic fate through MEK/ERK, PI3K/AKT, and Hippo signaling pathways. (A)** ORO staining showed the effect of the indicated inhibitors on adipose differentiation of BMSCs with 20 ng/ml FGF9 stimulation in an AI medium. BMSCs were cultured for 6 days, the red-labeled inhibitors showed a significant effect.** (B)** ALP staining showed the effect of the indicated inhibitors on osteogenic differentiation of BMSCs with 20 ng/ml FGF9 stimulation in the OI medium. BMSCs were cultured for 6 days, the red-labeled inhibitors showed a significant effect.** (C-D)** ORO staining (C) and ALP staining (D) showed the effect of FGFR1 and FGFR2 inhibitors on the differentiation of BMSCs with 20 ng/ml FGF9 stimulation. BMSCs were cultured for 6 days, the red-labeled inhibitors showed a significant effect.** (E)** Immunoblotting analysis showed the phosphorylated and total protein levels of ERK, AKT, and YAP1 in BMSCs with FGF9 stimulation (0, 10, and 20 ng/ml) under AI or OI conditions for 6 days. **(F)** Immunoblotting analysis showed the phosphorylated and total protein levels of ERK, AKT, and YAP1 in the BMSCs stimulated with FGF9 (0, 10, and 20 ng/ml). BMSCs were cultured for 4 days under CM conditions.** (G)** Immunoblotting results showed the phosphorylated and total protein levels of AKT and YAP1 in BMSCs, which were pre-treated with inhibitors (BEZ235, MK-2206, and XMU-MP-1) for 10 hours and stimulated with 20 ng/ml FGF9 for 10min.** (H-J)** Relative mRNA levels of *Cebpa*, *Pparg*, and *Adipoq* in BMSCs stimulated with 20 ng/ml FGF9 and inhibitors (BGJ398, BEZ235, MK-2206, and XMU-MP-1) under CM conditions for 4 days.** (K-M)** Relative mRNA levels of *Dlx5*, *Alpl*, and *Col1a1* in BMSCs stimulated with 20ng/ml FGF9 and inhibitors (BGJ398 and U0126) under CM conditions for 4 days. n = 3 biological replicates over three independent experiments. Data are analyzed by Student's t-test and shown as boxplots (median ± interquartile range). Scale bars represent 200 μm.

## Abbreviations

BMSCs: bone marrow mesenchymal stem cells
FGF9: fibroblast growth factor 9
BMAT: bone marrow adipose tissue
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
H&E: Hematoxylin and eosin
qRT-PCR: quantitative reverse transcription PCR
WT: wild-type
AI: adipogenic induction
OI: osteogenic induction
CM: culture medium
OVX: ovariectomy

How the deposited data were processed for this re-analysis (not part of the article)

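RNA-seq was measured on mouse BMSCs cultured for 4 days in CM, OI or AI without or with 20 ng/ml FGF9, in 6 groups of 3 samples. The authors trimmed reads with cutadapt 1.9.1, aligned them to GRCm39 with HISAT2 2.2.1 and counted them per gene with HTSeq 0.6.1. The deposited values are of 2 units, the read count of each of 56691 genes in each of 18 samples, and FPKM, which the authors computed from the same counts. The FPKM were checked against the counts, and 100% of the values of at least 5 lay within 1% of the count divided by gene length and by the library total, and 100% of smaller values within 0.01. FPKM divides by the library total and makes no correction for composition. The strand setting of the counting is not given in the sources used here, and genes with near-identical copies, such as Bglap and Bglap2, may exchange reads. RNA was selected by its poly(A) tail, so histone and other transcripts without a tail are underrepresented, and the share of mitochondrial transcripts depends on their short tails. The paper's text names DESeq2 for its DEGs and does not state which samples entered each fit.

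The library totals were 16719561 to 20526502 reads with a median of 18813494. Of the deposited genes, 34750 had at least 1 read. Counts of a gene were tested only where edgeR's filterByExpr, given the 6 groups, kept it, which left 17631 genes. The ribosomal RNA genes took 0.292% to 0.705% of the counts and 23319 to 24519 genes had reads in each library. The TMM factors were 1.05 to 1.06 in AI and 0.906 to 0.928 in AI_F9, where the 10 most abundant genes took 6.13% and 12.3% of the counts on average. No pair of libraries was a duplicate. The variance of counts between libraries over that of counting alone was 2.52 to 12.6 for pairs within groups.

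The plan made before the values were examined named limma on log2 FPKM with 0.5 added for deposited FPKM and edgeR for deposited counts. Both were deposited and edgeR was used, which calls more genes, and the limma counts are among the alternatives. The counts were fitted in edgeR 4.0.16 (R 4.3.3) with TMM scaling, 1 mean per group over all 18 samples, and the quasi-likelihood test. FGF9 was contrasted with its control in CM, OI and AI, the FGF9 effects were contrasted between media, and OI and AI were contrasted with CM without FGF9. P values were adjusted by Benjamini and Hochberg over the 17631 genes of each contrast. A DEG had an absolute log2 fold change of at least 1 and an adjusted p of at most 0.05. With 3 samples against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so none is given. The p values measure the spread between these replicates, which may be smaller than that between animals.

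Genes were named by rules fixed before the data were examined: the genes the paper names for these samples, the 8 largest rises and 8 largest falls per medium among DEGs with a mean of at least 5 FPKM in a group and no overlap between the 3 and 3 samples, the 4 most strongly called members of each gene list, 5 genes per difference between media and 6 per direction among the DEGs shared by the media. A further 15 genes, the members named where 5 or fewer of a list passed, the members of KEGG and GO terms, and other members named as examples were chosen after their values were seen. The 35 gene lists were written before the data were examined, from general knowledge of the cell types and pathways. They were tested with camera (limma 3.58.1, preset correlation between genes 0.01), again with the correlation estimated from the data, and with fry, and their members were also adjusted over the list alone. The choice of which lists to describe at which statement was made after the values were seen.

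For the pathways, 14 GO terms (8 of fat and 6 of bone) and 14 KEGG pathways were tested by a one-sided Fisher's exact test. Terms were matched by name to the annotation deposited for each gene, and genes of narrower GO terms were not added to a broader term. The background was the tested genes with an annotation, 13361 for GO and 7142 for KEGG, and p values were adjusted over the terms of a kind within each medium and direction. The test of DEGs of either direction, the exact McNemar test of calls between media, camera on the pathways (preset and estimated correlation) and the list tests on the contrasts between media were added after the data were seen. The 72 genes of the nuclear-encoded respiratory chain were listed after the mitochondrial share was seen.

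The steps were tested on simulated data with 50 changed genes per fold. Of genes changed 2-fold, 80% had an adjusted p of at most 0.05 and 44% also had the fold change of a DEG, which noise carries above or below its threshold, and of genes changed 4-fold 92% were called. None of the 17431 unchanged genes was called, with 8 of them at an adjusted p of at most 0.05 alone. The alternatives were DESeq2 1.42.0, no filter and a stricter filter on low values, limma on log2 FPKM with 0.1 or 1 added, quantile normalization, only the 6 samples of a medium, the replicate number as a block, edgeR without an abundance trend, array weights, the adjusted p without a fold change, an estimated correlation in camera, and leaving out each sample. Limma with 0.5 added, library size scaling, median-of-ratios scaling, the block and DESeq2 on 6 samples were added after the data were seen. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The qRT-PCR, protein, staining and inhibitor experiments of the paper have no values among the deposited data and were left out.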

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

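The tests of scaling, of read sharing between paralogs, of recurrence across media and of the macrophage markers were chosen only after the results were seen, while those of the respiratory chain genes and of other splits of the samples were set before, though the mitochondrial and brown fat values of AI were already known.

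The FGF9 effect differed between OI and CM for 287 genes, between AI and CM for 2488 and between AI and OI for 2474. OI and CM differed most clearly in Serpina3n (log2 difference of effects -2.73), Fndc1 (3.36), Masp1 (-1.50), Vegfd (-1.62) and Sfrp2 (2.44). AI and CM differed most clearly in Mest (4.61), Ogn (-4.48), Steap4 (4.76), Il1rl1 (-4.53) and Nrcam (-3.50), and AI and OI in Mest (4.98), Dkk3 (-2.51), Ccn3 (-3.84), Chrdl1 (6.29) and Ogn (-3.39). A rise of 18 genes of the ERK and FGF response in CM was also flagged. The paper examines that pathway by KEGG, phosphorylated ERK and inhibitors, but does not name this gene list. Other flagged signals were in gene groups whose RNA the paper does not describe for these samples. Of chondrocyte markers, 12 fell in CM and 12 in OI, and of smooth muscle markers 11, 13 and 12 fell in CM, OI and AI. In AI, 11 brown fat genes rose, and 18 macrophage, 6 osteoclast and 12 endothelial markers fell. Of 30 groupings of the 12 samples of 2 media, the real one included, 5 gave at least the real count of differing genes for OI against CM (real 287, highest other 1981), 4 for AI against CM (2488 and 5639) and 3 for AI against OI (2474 and 5302), so these splits do not exclude chance. Nor can they decide the question. Splits that exchanged unequal numbers of control and FGF9 samples let the difference between media enter the tested effect. The 10, 11 and 15 splits that exchanged equal numbers called at most 1, 0 and 0 genes, but they mix media within a group, which widens the spread there. For FGF9 against control, 10 splits of 3 against 3 are too few for a share under 0.05, with the real grouping the 1 of 10 that reached its count in each medium: the real counts were 1878, 2036 and 2818 in CM, OI and AI, and the highest other count was 0. The same holds for OI against CM (966) and AI against CM (3919) without FGF9, with 1 of 10 and a highest other count of 0. Each of the other splits puts samples of both conditions into 1 group, which widens the spread within it, so these counts of 0 decide little.

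Genes of bone mineral rose beside bone genes that fell with FGF9 in CM, 13 and 13 of 33. Shared reads of Bglap and Bglap2 as the whole cause are argued against by the 11 members that rose without them. Under each of 4 other scalings at least 11 members stayed on each side, which decides little, since these scalings moved the fold changes far less than the DEG threshold. Of the members, 9 rose in all 3 media, which is consistent with FGF9 acting on these genes whatever the medium. The genes that rose include Dmp1, Phex, Ifitm5 and Fgf23, known from osteocytes and late osteoblasts, and Enpp1 and Ank, known to limit mineral, and those that fell include Alpl and Ibsp.

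Macrophage and other haematopoietic markers fell with FGF9 in AI, 18 of 22 with a median log2 fold change of -1.81, among them Lyz2, the most abundant (1182 ± 100 to 342 ± 16.0 FPKM, against 298 ± 71.6 in CM). Most markers were unlike Lyz2 in their CM level: without FGF9, 13 of the 22 were lower and 3 higher in AI than in CM (median -1.27). A smaller share of 1 cell type with its own profile kept would lower its markers by 1 ratio. Their spread exceeded their standard errors (Q over its degrees of freedom 5.317 over 21 markers, without H2-Aa, whose standard error was 0). This spread decides little, since a marker that other cells also express would fall by less. At least 14 markers stayed lower under each of 4 other scalings, which decides little, since the largest shift of the median under such a scaling was -0.206. The chondrocyte median lay 1.264 above, but that list went both ways. The endothelial (-2.26) and smooth muscle (-2.42) medians fell as far, and the osteoclast (-1.20), skeletal muscle (-0.75) and Schwann cell (-0.44) medians, over few genes, fell less. Dilution by adipocyte RNA alone would lower these lists alike, and their medians differed, but dilution as a part of the cause stays open. So does a loss of 1 or several cell types or a change within them. The paper's negative markers CD31 and CD45 (Pecam1 and Ptprc) were among the genes that fell.

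Mitochondrially encoded transcripts took a larger share of the counts with FGF9 in AI, 7.35% against 4.51%. Damaged cells or a loss of other RNA as the whole cause is argued against by the nuclear-encoded respiratory chain genes, whose median log2 fold change was 0.7998 (0.593 under library size scaling). Library size scaling left the mitochondrial median at 0.7419, which decides little, since it moved the median of the tested genes by -0.206. All 58 measured respiratory chain genes (100%) were higher at an adjusted p of at most 0.05 in AI, 7 of them at the fold change of a DEG, against 3 and 7 of 58 at that adjusted p in CM and OI, which suggests more respiratory chain expression in AI. This pattern was found and tested on the same data and remains a hypothesis.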

How the results depend on the processing

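Limma with 0.5 added, library size scaling, median-of-ratios scaling, DESeq2 on 6 samples and the block on 6 samples were chosen after seeing the data. Most results kept their direction and their side of the threshold. Using DESeq2 gave 936 higher and 906 lower genes in CM, 921 and 1089 in OI and 1130 and 1643 in AI. A 2-fold change was called in 44% of simulated genes at this depth, so genes near the fold change of a DEG can fall on either side, as Fgfr1 in CM and OI and Runx2 in AI do. With the replicate number as a block, 986 and 914 genes were higher and lower in CM, 976 and 1089 in OI, 1190 and 1654 in AI, and 291 and 365 in all 3 media. The samples of a number were most alike in all 6 of 6 cases in CM and OI (r of residuals 0.12 to 0.17 in OI) and in 3 of 6 in AI. On 6 samples with the block the counts were 870 and 838, 868 and 1006, and 988 and 1539. Library size scaling gave 1059 and 834, 1048 and 1007, and 791 and 2057.

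The limma fits use another filter and an added value that shrinks the fold changes of low genes, and the cause of their lower counts was not tested. With 0.1 added, 557 genes were lower in CM, 630 lower in OI, 508 higher in AI, 171 higher in all 3 media, 559 differed between OI and CM without FGF9, and 7 osteoblast and mineralization genes were higher in AI. With 1 added, 448 and 341 were higher and lower in CM, 423 and 395 in OI, 307 and 789 in AI, and 77 and 161 in all 3 media. The effect differed between OI and CM for 125, AI and CM for 1331 and AI and OI for 1276 genes, and 280 and 1572 differed between OI or AI and CM without FGF9. Mature adipocyte genes higher were 7 in CM and 5 in OI, osteoblast genes higher in AI 6, fat terms in CM 2 and pathways of the shared genes 7. With 0.5 added, the counts were 566 and 421 in CM, 540 and 517 in OI, 408 and 1033 in AI, 115 and 198 in all 3 media, 175 for OI against CM, 382 and 2062 without FGF9, 7 mature adipocyte genes in OI and 6 osteoblast genes in AI. With quantile normalization they were 525 and 471, 522 and 558, 516 and 739, and 127 and 187 in all 3 media, 189, 1446 and 1433 for the differences between media, 387 and 1987 without FGF9, 6 mature adipocyte genes higher in OI and 7 osteoblast genes higher in AI. With array weights they were 588 and 432, 540 and 523, 441 and 1060, 121 and 194, 417 and 2117 without FGF9, 6 mature adipocyte genes in OI and 6 osteoblast genes in AI.

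The adjusted p alone, which drops the fold change, gave 3253 and 3324 in CM, 3497 and 3537 in OI, 4751 and 4179 in AI, 1106 and 1262 in all 3 media, 967, 7040 and 7052 for the differences between media, and 3982 and 10404 without FGF9. It gave 21 mature adipocyte genes higher in OI, 42 and 44 matrix genes lower in CM and OI, 24 and 17 genes of the ERK and FGF response higher in OI and AI, 2 fat terms in AI and 2 pathways in AI. Requiring an FPKM of at least 1 in every sample of a group, which tests fewer genes, gave 643 and 695 in OI, 604 and 2577 without FGF9 and 2 fat terms in OI, and no filter gave 3 fat terms in OI. With a correlation estimated by camera, the adjusted p was 0.0582 and 0.423 for mature adipocyte genes in CM and OI, 0.311 for osteoblast genes in OI and 0.263 for the ERK and FGF response in AI. The correlation of replicates was at least 0.986 within groups and at most 0.978 between groups with 0.1 added, and at most 0.985 between groups with 1 added.

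Directions reversed only for values near 0, apart from mitochondrial transcripts. Pparg in CM was 0.00113 with limma and 0.1 added, 0.000976 with 1, 0.00106 with 0.5 and 0.0170 with array weights (adjusted p 0.876 to 0.996), and Sp7 in OI was -0.00562 with DESeq2 and -0.00599 with median-of-ratios scaling. Quantile normalization gave -0.38 for mt-Co1 in CM and, in AI, 0 for mt-Nd1, mt-Nd2 and mt-Cytb and -0.22 for mt-Nd5. Leaving out each sample in turn moved no count of DEGs per medium, shared by the media or differing between them by over 1.5 times. Small counts within lists moved further: macrophage markers lower in CM ran from 0 to 5, mitochondrial transcripts higher in AI from 3 to 5, Hippo pathway components higher in AI from 1 to 2 and lipid catabolism genes higher in CM from 1 to 2. The list test of osteoblast and mineralization genes in CM ran from 0.0236 (without CM replicate 1) to 0.441. Sp7 in OI ran from -0.0720 to 0.0548 and Pecam1 in CM from -0.11 to 0.17. List tests far from any threshold that changed direction were those of adipocyte transcription factors in OI (0.856 to 0.999) and of TGF-beta and BMP genes in CM (0.729 to 0.99). With the replicate number as a block, the Hippo pathway components in CM passed the list test.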

Differences from the paper's values

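The counts of DEGs, of shared genes and of pathway members that the paper gives lie within 1.5 times the values found here at the paper's thresholds. The paper gives 250 co-up-regulated and 340 co-down-regulated genes, 590 together, and the values here are 290, 361 and 651.

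Some changes that the paper states were absent here, and some had the other sign. The paper's ranking of PI3K-AKT signaling has the same order here by counts of DEGs but did not pass a test. The paper names Pparg among adipogenic genes that increase under culture conditions, by qRT-PCR, and here its log2 fold change in CM was -0.06 (adjusted p = 0.667), with no setting that called it, while Cebpa (0.67) and Adipoq (1.75) were higher. By qRT-PCR the paper also has Pparg higher under osteogenic induction, and here it was at -0.32 in OI (edgeR, adjusted p = 0.00807). The paper reports lower RUNX2 and OPN protein with FGF9 in OI and, by qRT-PCR, lower Runx2, Osterix and Col1a1 RNA there. Here Runx2 RNA in OI was at -0.09 (adjusted p = 0.385) and Sp7, which encodes Osterix, at 0.01, while Col1a1 fell. Spp1 RNA, which encodes OPN, rose by 3.27 in OI, while Alpl fell by 5.78 on the log2 scale. The deposited data hold no qRT-PCR or protein values, and whether those came from the same cultures could not be examined.

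The paper states that fat cell differentiation, regulation of fat cell differentiation and lipid catabolic process were up-regulated with FGF9 in CM, OI and AI. Here fat cell differentiation passed in AI (adjusted p = 0.00388) and not in CM (0.206) or OI (0.58), regulation of fat cell differentiation in CM (0.00249) and not in OI (0.0823) or AI (0.297), and lipid catabolic process in CM (0.0226) and not in OI (0.302) or AI (0.278). Without a filter on low counts, set before the data were examined, regulation of fat cell differentiation passed in OI (0.0413). No setting that was run gave the other terms in the other media. Brown fat cell differentiation passed in all 3. Among lower genes, fat cell differentiation was also enriched in OI and AI, where more of its genes fell than rose. Each term here held only the genes annotated with its own name, and genes of narrower terms were not added. The paper's gene sets may therefore be unlike these, and the difference in annotation was not examined.

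The paper states that biomineralization was down-regulated. Of the terms tested here, bone mineralization was enriched among lower genes in each medium, while biomineral tissue development was enriched among higher genes (adjusted p = 1.08e-05, 1.98e-05 and 0.00215 in CM, OI and AI) and under no setting among lower genes. The latter held only genes annotated with its own name, without adding those of the narrower bone mineralization. It may therefore be unlike the set the paper used, and no conflict with the paper follows from it.

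The paper states that Wnt and TGF-beta signaling were activated. In AI, DEGs of the Wnt signaling pathway and the TGF-beta signaling pathway were mostly lower, with 24 and 17 lower and 4 and 3 higher genes, and the enrichment of DEGs of either direction had an adjusted p of 0.265 and 0.0662. Both passed without a filter on low counts (0.00716 and 0.00499), with limma on log2 FPKM with 0.1 (0.0268 and 8.75e-05) or 1 added (0.027 and 0.000573) and with array weights (0.029 and 0.000928), all set before the data were examined, and with limma and 0.5 added (0.0227 and 0.00196), chosen after seeing the values. The TGF-beta signaling pathway alone passed with only the 6 samples of a medium (0.0207), and with library size scaling (0.000391), the block on 6 samples (0.0213) and DESeq2 on 6 samples (0.0176), these 3 chosen after seeing the values. The enrichments in CM and OI passed.

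The paper states that PI3K-AKT signaling was more strongly activated in CM and AI than in OI. Here 75, 72 and 95 of its genes were DEGs in CM, OI and AI, the same order by count, and the difference from OI had an adjusted p of 1 for CM and 0.161 for AI by the exact McNemar test. That test takes no account of the total number of DEGs, which was 1878, 2036 and 2818 in CM, OI and AI. The enrichment of the pathway by Fisher's exact test had its smallest adjusted p in CM and its largest in AI.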

Other observations

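The lists of respiratory chain genes and of the media without FGF9 were examined after the values were seen, and the other lists were set before.

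Markers of marrow cells other than stroma fell with FGF9 in AI. Of 22 measured macrophage and haematopoietic markers, 18 fell in AI (19 when adjusted over the list alone), such as Csf1r (-2.08) and C1qa (-2.17), with a camera adjusted p of 6.62e-09 (adjusted p = 0.135 with an estimated correlation). In CM, Csf1r, Adgre1 and Aif1 fell (2 higher and 3 lower when adjusted over the list alone, adjusted p = 0.0228, and 0.566 with an estimated correlation), and without CM replicate 3 none was called, with Csf1r at -0.97. In OI, Cx3cr1 rose (0.23). Of 10 measured osteoclast markers, 6 fell in AI (0.0335, and 0.229 with an estimated correlation), while Acp5 and Mmp9 fell in OI (0.201) and none passed in CM (0.548). Of 15 measured endothelial markers, 12 fell in AI, such as Kdr (-2.98), Cdh5 (-2.57) and Pecam1 (-2.26), with an adjusted p of 4.34e-05 (0.0177 with an estimated correlation), 4 (5 when adjusted over the list alone) in OI (0.0199, and 0.251 with an estimated correlation) and Tek, Emcn and Ptprb in CM (0.437). Quantile normalization called 4 endothelial markers in AI and the stricter filter 7. Schwann cell markers had Ngfr lower in CM and OI and Mbp, Ncam1 and Ngfr lower in AI (0.375, 0.588 and 0.209), skeletal muscle markers had Acta1 lower in CM, Acta1 and Des lower and Tnnt3 higher in OI, and Acta1 lower in AI (0.0953, 0.209 and 0.531), and the single measured erythroid gene was not called (0.889, 0.995 and 0.787). Acta1 and Des are also expressed by stromal cells with a contractile program.

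The 35 cell cycle genes had a median log2 fold change of -0.52 in CM and -0.36 in OI, where Rrm1 fell, and of 0.58 in AI, where Top2a (1.03), Rrm2 (1.15) and Ccne2 (1.02) rose, with the other members under the fold change of a DEG. Camera gave an adjusted p of 6.59e-06, 0.00156 and 0.000127 (0.323, 0.515 and 0.255 with an estimated correlation). Without FGF9, 12 of these genes were lower in AI than in CM and none higher. These calls lay at the threshold: Ccne2 lost its call in 10 of 18 runs that left out a sample (0.86 without AI replicate 2) and Top2a in 2 (0.997 without AI replicate 1), and the number of cell cycle genes higher in AI changed in 10 of 15 settings, down to 0 with limma on log2 FPKM with 0.1 added. Matrix proteases had Mmp3, Mmp10, Adamts15, Timp2 and Timp3 higher and Adamts5 and Adamts12 lower of 22 in CM (0.00442, and 0.0309 with an estimated correlation), 4 higher and 3 lower in OI (0.533) and 6 higher and 8 lower in AI (0.188). Integrins and laminins had 7 higher and 5 lower of 35 in CM (0.44), 7 and 4 in OI (0.998) and 8 and 8 in AI (0.225), with Itga6 up in each medium (1.92, 2.48 and 2.01).

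Cytokines and chemokines had 9 higher and 6 lower of 33 in CM (10 and 7 when adjusted over the list alone, 0.292), 8 and 5 in OI (0.995) and 9 and 10 in AI (0.00836, and 0.119 with an estimated correlation), with the eotaxin Ccl11 up (5.00, 3.35 and 3.93) and the niche chemokine Cxcl12 down (-2.93, -2.98 and -2.82). Stromal niche genes had 8 higher and 3 lower of 22 in CM (0.0363, and 0.203 with an estimated correlation), 5 and 3 in OI (0.709) and 3 and 6 in AI (0.00556, and 0.0559 with an estimated correlation), and the leptin receptor Lepr rose by 2.64 in CM and 1.11 in OI. FoxO targets had Trib2 and Gadd45a higher and Klf2 lower of 23 in CM (0.0747), Trib2 and Gadd45a higher and Klf2 and Klf15 lower in OI (0.209), and Gadd45a higher and 4 lower in AI (0.736). Glucocorticoid targets had Fkbp5, Lcn2 and Mt2 higher of 17 in CM (0.0928), Lcn2 and Mt2 higher and 4 lower in OI (0.587), and 3 higher and Sgk1 and Dusp1 lower in AI (0.092). Cyclic AMP targets had 3 higher of 15 in CM (0.0953), Dio2 higher and 3 lower in OI (0.995), and Ppargc1a and Ptgs2 higher and 5 lower in AI (0.188). Unless given, the same numbers passed in these lists and those above when adjusted over the list alone.

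Signs of RNA quality were mixed. The 13 measured mitochondrial transcripts had none called in CM (0.0939) or OI (0.0066, and 0.515 with an estimated correlation) and 5 higher in AI (1.44e-07, and 0.0822 with an estimated correlation), namely mt-Nd1, mt-Nd2, mt-Nd3, mt-Atp8 and mt-Cytb, of which 1 was called with library size scaling, 0 with quantile normalization and 3 without AI replicate 2. The call of mt-Cytb was lost in 13 of 18 runs that left out a sample. Stress and unfolded protein genes had Atf3, Trib3 and Chac1 lower of 20 in CM (0.00303, and 0.423 with an estimated correlation), Atf3 and Chac1 lower in OI (0.00228, and 0.491 with an estimated correlation), and Ddit3, Trib3, Chac1, Asns and Dnajb9 higher and Hsph1 and Hmox1 lower in AI (0.00938, and 0.344 with an estimated correlation).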
